# The Impact of Microbiome and Microbiota-Derived Sodium Butyrate on *Drosophila* Transcriptome and Metabolome Revealed by Multi-Omics Analysis

**DOI:** 10.3390/metabo11050298

**Published:** 2021-05-06

**Authors:** Fan Zhou, Biaodi Liu, Xin Liu, Yan Li, Luoluo Wang, Jia Huang, Guanzheng Luo, Xiaoyun Wang

**Keywords:** *Drosophila*, microbiome, transcriptome, metabolome

## Abstract

The host microbiome plays an important role in regulating physiology through microbiota-derived metabolites during host-microbiome interactions. However, molecular mechanism underly host-microbiome interactions remains to be explored. In this study, we used *Drosophila* as the model to investigate the influence of microbiome and microbiota-derived metabolite sodium butyrate on host transcriptome and metabolome. We established both a sterile *Drosophila* model and a conventional *Drosophila* model to demonstrate the role of sodium butyrate. Using multi-omics analysis, we found that microbiome and sodium butyrate could impact host gene expression patterns in both the sterile *Drosophila* model and the conventional *Drosophila* model. The analysis of gut microbial using 16S rRNA sequencing showed sodium butyrate treatment also influenced *Drosophila* bacterial structures. In addition, *Drosophila* metabolites identified by ultra-high performance liquid chromatography-MS/MS were shown to be affected by sodium butyrate treatment with lipids as the dominant changed components. Our integrative analysis of the transcriptome, the microbiome, and the metabolome data identified candidate transcripts that are coregulated by sodium butyrate. Taken together, our results reveal the impact of the microbiome and microbiota-derived sodium butyrate on host transcriptome and metabolome, and our work provides a better understanding of host-microbiome interactions at the molecular level with multi-omics data.

## 1. Introduction

The host microbiome plays an important role in digesting complex diets, synthesizing nutrients, and maintenance of the immune system to facilitate the survival of the host [1,2]. The number of microbial populations inhabiting the intestines is large and diverse depending on the host species. Intestinal microbes can communicate with the host through metabolites, mainly including short-chain fatty acids (e.g., acetate, propionate, and sodium butyrate). Short-chain fatty acids are the most abundant metabolites produced by the fermentation of undigested dietary fiber by intestinal microorganisms and provide the main energy source for the host intestinal cells [3]. Of all the short-chain fatty acids, sodium butyrate has received special attention because it is a key regulator that mediates the metabolic control of the microbiota [4]. In fruit fly *Drosophila melanogaster*, it has been reported that adding sodium butyrate to the diet can effectively reduce the susceptibility or short-term mortality risk during aging [5]. Thus, sodium butyrate plays a non-negligible role in the dynamic relationship between diet, gut microbiome composition, and metabolic health for all animals [6,7].

*Drosophila* has been used as a model organism for the study of host-microbiome interactions in the gut. Increasing evidence has shown that the gut microbiome can affect *Drosophila*’s physiological functions such as nutrition, metabolism and immunity [8,9]. However, the molecular mechanism underlying host-microbiome interactions in the *Drosophila* model remains to be explored. In the present study, we used *D. melanogaster* as the model to investigate the influence of microbiome and microbiota-derived metabolite sodium butyrate on host transcriptome and metabolome. We examined the impact of sodium butyrate on the host in both sterile *Drosophila* (also referred to as axenic *Drosophila* in the literature) and conventional *Drosophila*. In order to further investigate the effects of sodium butyrate on *Drosophila* at the molecular level, we detected the abundance and composition of gut microbial colonies using 16S rRNA sequencing analysis and analyzed the overall structure and metabolic activities of host transcriptional networks by integrating transcriptome and metabolome data. Finally, we carried out an integrative analysis of the transcriptome, the microbiome, and the metabolome data regulated by sodium butyrate to figure out the correlations. Our results demonstrate the impact of the microbiome- and microbiota-derived sodium butyrate on host transcriptome and metabolome, and our work provides new insights into the mechanism of host-microbiome interactions at the molecular level with multi-omics data.

## 2. Results

### 2.1. Drosophila Microbiome and Metabolites Regulate Host Gene Expression under Sterile Condition

To examine the influence of the microbiome on *Drosophila* gene expression, we first established a sterile *Drosophila* model from the embryonic stage to remove the intestinal microbes, and in parallel, we bred conventional *Drosophila* with normal intestinal microbes. To understand the potential role of sodium butyrate in *Drosophila*, we further treated the sterile *Drosophila* with or without sodium butyrate. RNA samples from conventional *Drosophila*, sterile *Drosophila,* and sterile *Drosophila* treated with sodium butyrate were extracted for RNA sequencing and data analysis.

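The RNA sequencing of the sterile experiment covered 3 groups of whole adult *Drosophila* with 3 libraries each: conventional *Drosophila* (C), sterile *Drosophila* (S), and sterile *Drosophila* raised on food with 100 mM sodium butyrate (SSB). Sodium butyrate is the sodium salt of a short-chain fatty acid that gut bacteria make by fermentation. Sterile *Drosophila* come from eggs stripped of their chorion and surface microbes and raised on sterilized food. The paper enriched mRNA with Oligo(dT) beads, sequenced the libraries on the HiSeq Xten platform, trimmed the reads with cutadapt, mapped them to the *Drosophila* reference genome with HISAT2 and counted them per gene with FeatureCounts. The authors deposited these counts for 17807 genes, listed by FlyBase identifier and not normalized. The total counts ranged from 28023183 to 30584086 in C (median 29065192), from 27163851 to 34067563 in S (median 31982253), and from 14121787 to 25290050 in SSB (median 16955272). Replicates of a group differed by more than counting noise, with a chi-square per gene from 11.2 for SSB1 and SSB2 to 275 for C1 and C2, so each library was counted as a separate replicate. From the counts, each pair of groups was compared with edgeR's quasi-likelihood test after TMM normalization. Only genes past edgeR's filterByExpr were tested. Differentially expressed genes had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, which are the thresholds of the paper's methods. Levels are given as CPM, the counts scaled to the TMM-normalized library size. Choices that can change the numbers are the normalization, since the groups differ in which genes take up the counts, and the fold-change threshold. Genes with near-identical copies or overlapping neighbours are uncertain, because reads can be assigned to the wrong member and the paper's text does not name a strand setting for the counting.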

Principal component analysis of RNA sequencing data showed that three biological replicates from different groups were well clustered, and samples from conventional *Drosophila* and sterile *Drosophila* were clearly grouped (Figure 1A), suggesting that the sterile *Drosophila* model was successfully established. 

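A principal component analysis of log2 CPM over the 500 most variable genes put 62.8% of the variance on the first component and 27.6% on the second. On this plane the mean distance between libraries of different groups was 7.15 times the mean distance between replicates. The closest pair of libraries from different groups was 46 log2 units apart, farther than the most distant pair of replicates at 26.3. The setting that moved the first component most was the variance stabilizing transformation of DESeq2, which gave 69.6%. With all 13234 genes past the filter, the most distant replicates were 67 units apart and the closest libraries of different groups 65.7, and the ratio of the mean distances was 5.31. With CPM of these genes that were not log-transformed, the ratio was 3.91. The most distant replicates were then 18350 CPM apart and the closest libraries of different groups 12800. From the clear grouping of conventional and sterile *Drosophila*, the paper proposes that the sterile *Drosophila* model was successfully established.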

The Pearson correlation analysis showed gene expression patterns from conventional *Drosophila* and sterile *Drosophila* were clearly different (Figure 1B). 

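The Pearson correlation of log2 CPM between C and S libraries had a median of 0.885 over 9 pairs (range 0.828 to 0.919). Within groups the median was 0.971 for C, 0.993 for S and 0.981 for SSB, over 3 pairs each, so every C library correlated better with each other C library than with any S library. These correlations are across genes, which are not independent replicates, and carry no p-value. Between S and C, 13016 genes were tested and 5778 were differentially expressed, of which 2901 were higher and 2877 lower in S. With each library left out in turn, 5045 to 6432 genes were called. The S and C libraries did not overlap for 9463 genes (72.7% of those tested, where chance gives 10%). With the adjusted p alone as the threshold, 8387 genes were called. Under library-size scaling in place of TMM, the median log2 fold change of all genes moved to 0.17 and 62.8% of the called genes were higher in S, against 50.2% under TMM. The log2 fold change also rose with exonic length, with a Spearman rho of 0.455 across 12958 genes.

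The most significant genes were high in one group in all 3 libraries. *CG30395* (chromosome 2R, 21765489 to 21770196, dm6) was at 1.33 ± 0.198 CPM (SD, n = 3) in C and 37.4 ± 3.29 CPM in S, a log2 fold change of 4.80 (standard error 0.21, adjusted p = 7.68e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the same test *thr*, *CG11902*, *Bicra* and *CG14965* were higher in S, with log2 fold changes of 3.81, 3.06, 4.24 and 3.01. *AttD*, an attacin gene (chromosome 3R, 17625268 to 17626086), was at 36.2 ± 3.73 CPM in C and 0.251 ± 0.198 CPM in S, with a log2 fold change of -7.21 (standard error 0.41, adjusted p = 9.99e-05 from the same edgeR test). *CG13947*, *CG17107*, *Gnmt* and *NimB1* had log2 fold changes of -3.54, -3.96, -4.31 and -3.14. In untreated C libraries of the separate conventional experiment described below, *CG30395*, *CG11902*, *Bicra* and *CG14965* were at 82.3, 52.0, 150 and 25.3 CPM, above their levels in S. *AttD*, *CG13947* and *CG17107* were at 0.628, 3.68 and 0.141 CPM there. For these genes, C of the sterile experiment stood apart from both. The experiments differ in platform and annotation and were not tested against each other.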

As an important microbiota-derived metabolite, sodium butyrate treatment in the sterile *Drosophila* model caused a linear compensation effect between conventional *Drosophila* and sterile *Drosophila* (Figure 1B). 

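The position of each SSB library was measured on the line from the mean of S (position 0) to the mean of C (position 1) in log2 CPM over all genes past the filter. The SSB libraries lay at 0.649, 0.652 and 0.617, with a mean of 0.639. The C libraries were spread from 0.809 to 1.21, and the S libraries from -0.0176 to 0.0229, so the SSB libraries were outside the range of both other groups. Their distance from the line was 0.514 to 0.590 of the distance between S and C, more than that of the C libraries (0.225 to 0.312). Among the alternatives, the 500 most variable genes moved the mean position most, to 0.556. Without C1, the mean position was 0.567, and without C2 it was 0.682.

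Across genes, the change from S to SSB had a slope of 0.637 on the change from S to C and a correlation of 0.780. Both changes share the S libraries, but 1000 simulated SSB groups without any change gave slopes of at most 0.00804 and correlations of at most 0.0705. With the S libraries divided so that the changes shared none, the slope lay between 0.579 and 0.662 over 6 divisions. The simulations and this division cover only noise of the shared S libraries. They cannot exclude a technical property that C and SSB share and S lacks. The mean exonic length weighted by counts was 2303 bp in C and 2540 bp in SSB, against 3427 bp in S. With each library's length trend removed, the mean position of SSB was 0.648. Of the 5778 genes differentially expressed between S and C, 3211 (55.6%) were also differentially expressed between SSB and S in the opposite direction and 30 in the same direction. In 20 simulated unchanged SSB groups no gene was called. For 5772 of the genes with values in all 9 libraries, the SSB mean was between those of S and C for 4680 (81.1%), past C for 893 and past S for 199. Noise alone also puts means between those of S and C. In 20 simulations of unchanged S and SSB groups, with the genes called anew, the share was 51.6% to 54%, and with S1, S2 or S3 in place of SSB it was 53.6%, 66.7% and 37.7%. The median position of single genes was 0.674, with quartiles of 0.447 and 0.890, against medians of at most 0.00771 in the simulations and 0.0543 with an S library in place of SSB. SSB and C differed in 1369 of 12865 genes tested (516 higher and 853 lower in SSB). This count rested on single libraries, with 2671 genes without C1, 174 without C3, and 581, 289 and 194 without SSB1, SSB2 and SSB3. The balance of directions rested on single libraries too, with more genes higher than lower in SSB without C3 (96 and 78), SSB2 (189 and 100) or SSB3 (129 and 65). The Pearson correlation had a median of 0.938 between C and SSB and 0.920 between S and SSB. C1 correlated better with each SSB library (0.956 to 0.964) than with C2 (0.952), though less than with C3 (0.981). C2 and C3 each correlated better with the other C libraries than with any SSB library.

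**Figure D1:**
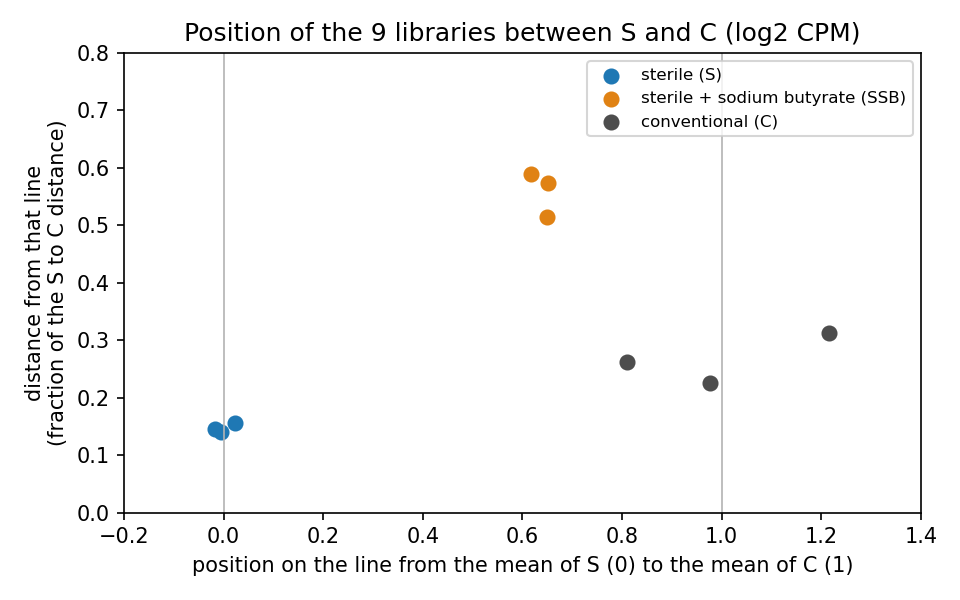
Each point is 1 of the 9 libraries; the horizontal axis is its position on the line from the mean of S (0) to the mean of C (1) in log2 CPM, and the vertical axis its distance from that line as a fraction of the distance between S and C. The 3 SSB libraries sit between 0.617 and 0.652 on the line and 0.514 to 0.590 away from it.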

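Between SSB and S, 12886 genes were tested, and 4329 were differentially expressed in the comparison of 3 against 3 libraries, of which 1862 were higher and 2467 lower in SSB. With each library left out in turn, the count stayed between 4289 and 4446. The fold-change threshold moved it most: 8713 genes had an adjusted p under 0.05 whatever their fold change, and 7085 also passed a threshold of log2(1.5). DESeq2's Wald test gave 4398 genes. The libraries of the groups did not overlap for 9197 genes (71.4%, where chance gives 10%). Under library-size scaling the median log2 fold change of all genes was -0.17, and 29.7% of the called genes were higher in SSB, against 43.0% under TMM. The log2 fold change fell with exonic length, with a Spearman rho of -0.390 across 12828 genes.

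The most significant genes lower in SSB were *Cp190*, *Paip2*, *l(3)psg2*, *ash1* and *fray*. *Cp190* (chromosome 3R, 15270432 to 15275241, dm6), which encodes a protein of chromatin insulators, fell from 308 ± 33.2 CPM (SD, n = 3) to 26.6 ± 1.02 CPM, a log2 fold change of -3.53 (standard error 0.11, adjusted p = 4.83e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Paip2*, *l(3)psg2*, *ash1* and *fray* had log2 fold changes of -3.26, -3.48, -3.31 and -2.95. All of these genes were lower in each SSB library than in each S library. *Cp190* was at 17.2 CPM in C of this experiment, near SSB, and at 320 CPM in C of the conventional experiment, near S. These levels were not tested against each other. The most significant genes that were higher in SSB were *snRNA:7SKa*, *CG8329*, *7SLRNA:CR32864*, *Rh4* and *Send1*. *CG8329* (chromosome 3L, 9638112 to 9639021) rose from 12.3 ± 1.29 to 89.8 ± 6.25 CPM, a log2 fold change of 2.88 (standard error 0.12, adjusted p = 8.26e-10 from the same edgeR test). *Rh4* and *Send1* rose by 1.74 and 2.90 on the log2 scale. *snRNA:7SKa* and *7SLRNA:CR32864* encode small RNAs made by another polymerase than mRNA, and their log2 fold changes were 6.04 and 5.05; most snRNA and snoRNA genes were higher in the SSB libraries.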

A total of 4737 genes were found to be differentially expressed between sterile *Drosophila* and sterile *Drosophila* treated with sodium butyrate. We further analyzed functional pathways with differentially expressed genes; many key pathways in *Drosophila* were affected, such as biosynthetic process, metabolic process, immune response, and development process (Figure 1C). 

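The gene ontology terms of Fig. 1C were not used here. In their place, lists of genes for immune, metabolic and translation functions, written before the data were examined, were tested with camera at its preset correlation of 0.01, over 11 lists per comparison with Benjamini-Hochberg adjustment. Between SSB and S, the 86 genes of ribosomal proteins had a median log2 fold change of 0.96 (adjusted p = 1.69e-08 from camera), with 76 genes higher and 10 lower in SSB. Of these 86, 38 were differentially expressed, and the same number when adjusted over the list alone. The antimicrobial peptides and Bomanins, short secreted peptides of the humoral immune response, had a median of 0.65 (adjusted p = 0.00628 from camera, 25 of 32 higher, 7 called and 7 adjusted over the list alone). This median was -0.09 once each library's trend with gene length was removed, with 14 genes higher and 18 lower. Jonah proteases, digestive serine proteases of the gut, had a median of 0.81 (adjusted p = 0.00553 from camera, 13 of 15 higher). Maltases and amylases had a median of 0.70 (adjusted p = 0.00615 from camera, 12 of 13 higher). For these lists, 6 and 5 genes were called, both over all genes and adjusted over the list alone. Heat shock protein genes were lower, with a median of -0.94 (adjusted p = 0.00290 from camera, 15 of 16 lower, 5 called and 5 adjusted over the list alone). Lysozymes (median 1.14, 4 of 5 higher, 4 called and 4 adjusted over the list alone, adjusted p = 0.121 from camera) and peptidoglycan recognition proteins (median 0.19, 5 of 9 higher, 3 called and 3 adjusted over the list alone, adjusted p = 0.976 from camera) did not pass the threshold. The lysozymes passed under fry (adjusted p = 0.0110). The medians kept their sign under library-size scaling. All 6 lists past the threshold in this comparison also passed under fry, but 0 did when camera estimated the correlation between genes (lowest adjusted p = 0.586, and 0 lists at an unadjusted p under 0.05). Passing fry adds little, since 10 of the 11 lists passed it here. In simulated counts, 24 of 100 random lists had an unadjusted p under 0.05 in fry.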

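The RNA sequencing values of *Set1*, *Cyp6a8*, *LysD* and *Jon25Bi* are given as CPM (mean ± SD, n = 3 libraries), with adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Set1* (FBgn0040022, chromosome 3L, 25107594 to 25115180, dm6), a histone methyltransferase gene, was at 5.68 ± 2.86 in C, 47.8 ± 3.01 in S and 7.38 ± 2.76 in SSB. Its log2 fold change was 3.04 for S against C (standard error 0.36, adjusted p = 0.000365 from edgeR) and -2.70 for SSB against S (standard error 0.21, adjusted p = 2.82e-07 from edgeR). *Cyp6a8* (FBgn0013772, chromosome 2R, 14887171 to 14889010), a cytochrome P450 gene, was at 9.39 ± 0.931, 11.4 ± 0.545 and 3.30 ± 0.731. Its difference between S and C was not significant, with a log2 fold change of 0.25 (standard error 0.17, adjusted p = 0.222 from edgeR), while SSB against S gave -1.80 (standard error 0.20, adjusted p = 2.69e-06 from edgeR). *LysD* (FBgn0004427, chromosome 3L, 1210717 to 1211196), a lysozyme gene, was at 17.0 ± 4.00, 5.41 ± 1.41 and 19.0 ± 3.68, with log2 fold changes of -1.68 (standard error 0.26, adjusted p = 0.000868 from edgeR) and 1.82 (standard error 0.21, adjusted p = 5.07e-06 from edgeR). *LysD* shares sequence with the neighbouring lysozyme genes, so its counts are uncertain. *Jon25Bi* (FBgn0020906, chromosome 2L, 4954279 to 4955144), a gut protease gene, was at 385 ± 190, 64.7 ± 15.4 and 130 ± 21.5. Its log2 fold changes were -2.61 (standard error 0.41, adjusted p = 0.000974 from edgeR) and 1.02 (standard error 0.17, adjusted p = 0.000322 from edgeR). Leaving out S2, S3, SSB2 or SSB3 brought the change of *Jon25Bi* between SSB and S under the fold threshold, to 0.91, 0.91, 0.97 and 0.93, and removing the length trend brought it to 0.75 (adjusted p = 0.00321 from edgeR). The adjusted p stayed under 0.05 in the same test in all of these. Between SSB and C, *Set1* did not differ significantly (log2 fold change of 0.35, adjusted p = 0.557 from edgeR), nor did *LysD* (0.14, adjusted p = 0.692), whose change was -0.04 without SSB3. With each library left out in turn, the change of *Set1* ranged from 0.000574 to 0.70. *Cyp6a8* (-1.53, adjusted p = 0.0106 from edgeR) and *Jon25Bi* (-1.58, adjusted p = 0.0275 from edgeR) were lower in SSB. Both calls rested on single libraries. Without C3, the adjusted p from edgeR was 0.0669 for *Cyp6a8* and 0.126 for *Jon25Bi*, and that of *Jon25Bi* was 0.0799, 0.0977 and 0.114 without SSB1, SSB2 and SSB3.

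**Figure D2:**
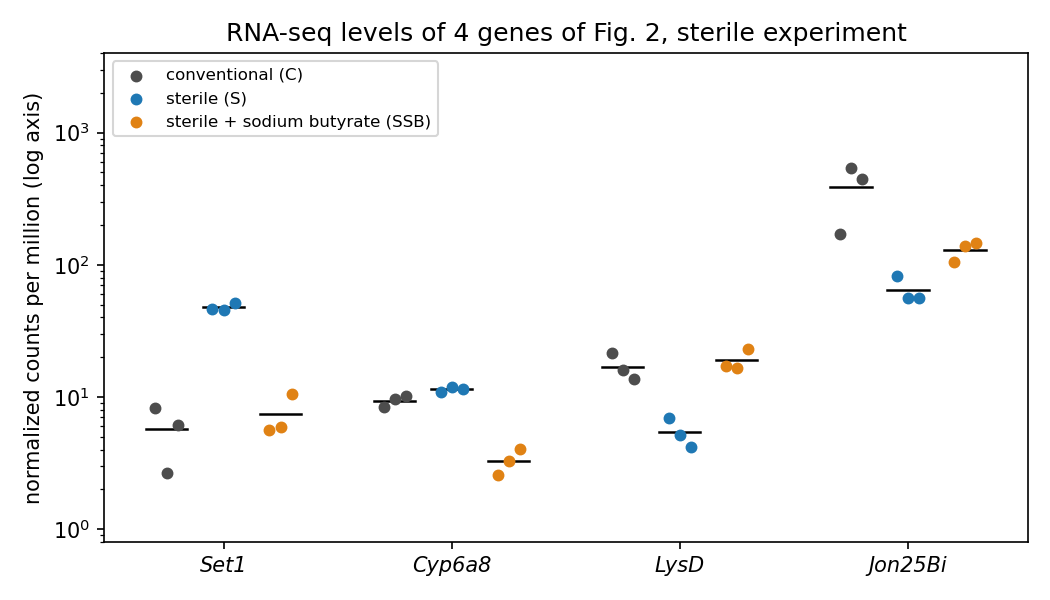
CPM on a log axis for the 4 genes, with 1 point for each of the 3 libraries of a group and a black line at the group mean. The S libraries are above the C and SSB libraries for *Set1*, and below them for *LysD* and *Jon25Bi*.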

We performed quantitative RT-PCR validation of differentially expressed genes (Figure 2), and the results were generally consistent with RNA sequencing data. Specifically, genes involved in metabolic and immune pathways (both downregulated and upregulated) were differentially expressed between conventional *Drosophila* and sterile *Drosophila* (Figure 2).

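Among the lists of immune genes, all 33 antimicrobial peptides and Bomanins were lower in S than in C, with a median log2 fold change of -2.22 (adjusted p = 9.28e-08 from camera over 11 lists, with 27 differentially expressed genes and 28 adjusted over the list alone). Of the peptidoglycan recognition proteins, which bind bacterial cell walls, 11 of 12 were lower (median -2.38, adjusted p = 0.00227 from camera, 9 called and 9 adjusted over the list alone). All 6 lysozymes were lower as well (median -1.59, adjusted p = 0.0160 from camera, 5 called and 5 adjusted over the list alone). Of the digestive enzymes, all 14 maltases and amylases were lower (median -2.27, adjusted p = 0.00101 from camera, 12 called and 12 adjusted over the list alone), and so were 11 of 15 Jonah proteases (median -1.34, adjusted p = 0.0478 from camera, 9 called and 9 adjusted over the list alone). Ribosomal protein genes were lower (median -1.06, 72 of 86, 48 called and 48 adjusted over the list alone, adjusted p = 3.42e-08 from camera). Heat shock protein genes were higher in S (median 2.61, 15 of 16, 13 called and 13 adjusted over the list alone, adjusted p = 0.000283 from camera). These medians kept their sign under library-size scaling. Of the 9 lists past the threshold between S and C, 8 also passed under fry, the exception being the Jonah proteases (adjusted p = 0.0806 from fry). Random lists often had a low p in fry in simulated counts, so passing it adds little here too. With the length trend removed, neither the Jonah proteases (median -0.835, adjusted p = 0.271 from camera) nor the lysozymes (median -0.93, adjusted p = 0.0987 from camera) passed. With the correlation between genes estimated, 0 lists passed (lowest adjusted p = 0.441 from camera, and 0 lists at an unadjusted p under 0.05). *DptA* was at 187 to 519 CPM in these C libraries, 0.546 to 6.77 in S and 4.18 in C of the conventional experiment. *BomS2* was at 980, 317 and 122 CPM in this order, and *BomS3* at 244, 204 and 52.9. *PGRP-SC2* was above S in both C groups (127 to 293 and 97.7, against 30.9 to 32.9). The experiments differ in platform and annotation and were not tested against each other. A high immune level in these C libraries thus stays open, also against SSB.

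Between SSB and C, the antimicrobial peptides and Bomanins were lower in SSB for all 33 genes (median -1.26, adjusted p = 3.42e-10 from camera, 15 called and 19 adjusted over the list alone), as were the 12 peptidoglycan recognition proteins (median -1.97, adjusted p = 7.05e-08 from camera, 8 called and 9 adjusted over the list alone). Maltases and amylases were lower (median -1.28, adjusted p = 0.000465 from camera, 5 called and 9 adjusted over the list alone), and heat shock protein genes higher (median 1.52, adjusted p = 4.52e-05 from camera, 3 called and 7 adjusted over the list alone). Neither of these last lists passed under fry (adjusted p = 0.109 and 0.103). Jonah proteases (median 0.10, adjusted p = 0.645 from camera, 6 called and 7 adjusted over the list alone), lysozymes (median -0.28, adjusted p = 0.277 from camera, with 0 called and 0 adjusted over the list alone) and ribosomal proteins (median -0.08, adjusted p = 0.277 from camera, 1 called and 0 adjusted over the list alone) did not pass the threshold, and the median of the ribosomal proteins was 0.14 with the length trend removed. All medians of these lists kept their sign under library-size scaling. The most significant genes lower in SSB than in C were *IBIN*, *edin*, *Dro*, *CG43920* and *Mtk*, of which *Dro* and *Mtk* encode antimicrobial peptides. *Dro* (chromosome 2R, 14745961 to 14746714, dm6) was at 76.1 ± 19.4 CPM (SD, n = 3) in C and 1.4 ± 0.461 CPM in SSB, a log2 fold change of -5.78 (standard error 0.33, adjusted p = 1.71e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *edin* had at most 1 count in any SSB library and was at least 210-fold lower than in C. *IBIN*, *CG43920* and *Mtk* had log2 fold changes of -4.98, -7.21 and -3.93. The most significant genes higher in SSB than in C were small RNA and rRNA pseudogene entries: *snRNA:7SKa* (6.36), *snoRNA:Psi18S-1820* (5.46), *18SrRNA-Psi:CR41602* (8.69), *28SrRNA-Psi:CR45860* (6.83) and *28SrRNA-Psi:CR45859* (8.39), each given with its log2 fold change.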

### 2.2. Drosophila Microbiome and Metabolites Regulate Host Gene Expression under Conventional Condition

Based on our findings in sterile *Drosophila*, microbiome and microbiota-derived sodium butyrate showed an obvious influence on *Drosophila* gene expression pattern when intestinal microbes were completely removed. We wondered if the effect could be observed when *Drosophila* were grown under conventional conditions, and we were encouraged to explore potential mechanisms underlying the host-microbiome interactions at the molecular level. We treated conventional *Drosophila* with or without sodium butyrate, and we first collected *Drosophila* midgut components for bacterial analysis. 

For gut microbiome analysis, 16S rDNA sequencing was used to analyze the bacterial structure upon sodium butyrate treatment compared to conventional *Drosophila*. 

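The midguts of conventional *Drosophila* (C) and of conventional *Drosophila* fed 100 mM sodium butyrate (SB) were sampled 3 to 4 days after eclosion, with 3 samples per group, each pooled from equal numbers of males and females. The V3–V4 region of the bacterial 16S rRNA gene was amplified and sequenced. The paper filtered the reads with FASTP, merged them into tags with FLASH, removed chimeric tags with UCHIME and clustered the rest with UPARSE into operational taxonomic units (OTUs), groups of near-identical tags that stand in for bacterial species. The authors deposited the percent of each sample's tags in each of 308 OTUs, and the columns sum to 100. The number of tags behind these percentages is unknown, so no confidence interval is given for a share, and an OTU listed at 0 is only known to be listed at 0. The OTUs carry numbers and no taxon, and taxa were not analysed here. The smallest share above 0 was 0.000838% in SB2, and the number of OTUs listed above 0 was 127 ± 12.6 (SD, n = 3) in C and 115 ± 6.08 in SB. No pair of samples held the same values. Shares were compared between C and SB with an exact two-sided permutation test of the difference in means, for which 3 samples against 3 cannot give a p below 0.1. OTUs above 0 in at least 3 of the 6 samples were also tested together with limma on log2(percent + 0.001). Fold changes on this scale understate the change of OTUs with low shares, and the pseudocount can change the number of OTUs called.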

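A principal component analysis of the OTU percentages in the 3 C and 3 SB samples put 95.3% of the variance on the first component and 4.42% on the second. The mean distance between C and SB samples on this plane was 5.81 times the mean distance between replicates. The closest pair of samples from different groups was 94.3 percentage points apart, against 37.4 for the most distant replicates. On percentages, a component follows the most abundant OTUs. After a centred log ratio transformation, which gives each OTU a similar weight, the first component held 55.8%, the ratio of the mean distances was 2.35, and the closest samples of different groups and the most distant replicates were both 14.8 units apart.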

Principal component analysis showed three biological replicates from two groups could be well clustered (Figure 3A), indicating a visible effect of sodium butyrate on *Drosophila* microbiome components. 

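The shares of OTUs are given in percent of tags (mean ± SD, n = 3 samples per group), without the name of their phylum. Together, the 6 OTUs above 1% in any sample held 99.5 ± 0.248 of the tags in C and 99 ± 0.575 in SB. OTU000003 made up 83.8 ± 7.49 of the tags in C and 0.626 ± 0.0618 in SB. OTU000001 had a share of 4.18 ± 3.13 in C and 47.9 ± 12.9 in SB, and OTU000002 of 3.75 ± 3.77 and 46.6 ± 14.2. Because the shares of a sample sum to 100, the lower share of OTU000003 alone raises the shares of all other OTUs. The shares therefore cannot show whether the amounts of OTU000001 and OTU000002 changed. OTU000005 was at 4.65 ± 4.11 in C, where C2 held only 0.146, and at 0.0863 ± 0.0197 in SB. OTU000008 was at 1.76 ± 0.289 in C and 0.00724 ± 0.00203 in SB. For these 5 OTUs every SB sample lay on the same side of every C sample (exact two-sided permutation test, p = 0.1 for each, the smallest that 3 samples against 3 allow, and 0.12 after Benjamini-Hochberg adjustment over 6 OTUs). OTU000004 was at 1.42 ± 1.33 in C and 3.82 ± 1.55 in SB, and its samples overlapped (exact two-sided permutation test, p = 0.2, adjusted p = 0.2). The depth behind these shares is unknown. From the clustering of the replicates in Fig. 3A, the paper infers that sodium butyrate visibly affected the microbiome components.

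**Figure D3:**
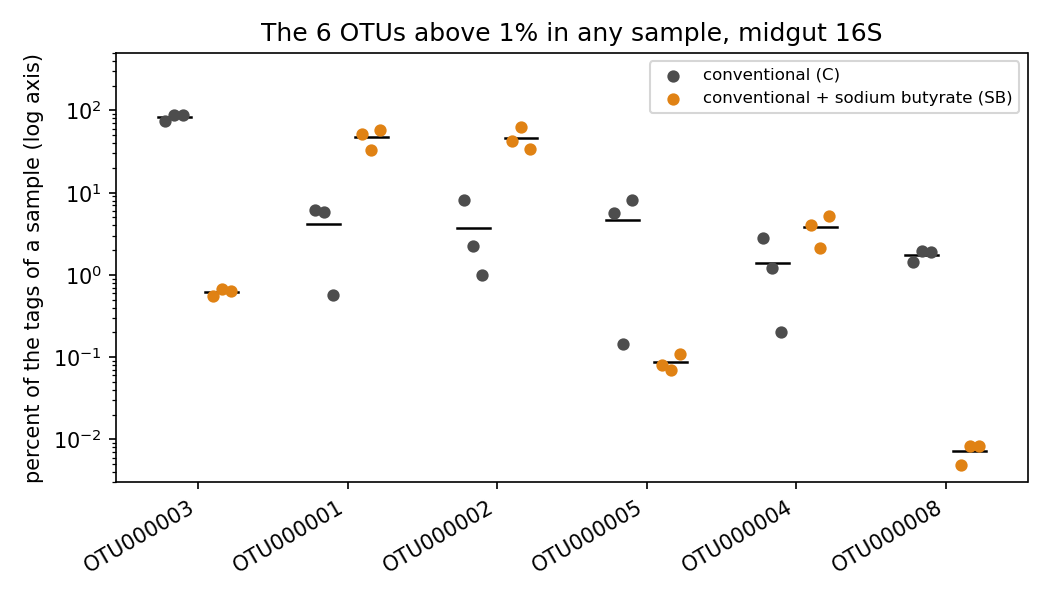
Percent of the tags of a sample on a log axis for the 6 OTUs above 1% in any sample, with 1 point for each of the 3 samples of a group and a black line at the group mean. OTU000003 lies between 75.1% and 88.3% in C and between 0.556% and 0.675% in SB, and OTU000001 and OTU000002 are higher in every SB sample than in every C sample.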

At the phylum level, the dominant effect of sodium butyrate was shown to promote Firmicutes and suppress Proteobacteria (Figure 3B). 

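In limma's test of 102 OTUs on log2(percent + 0.001), 6 OTUs had an adjusted p under 0.05 and an absolute log2 fold change over 1, of which 4 were higher and 2 lower in SB, and 27 had an unadjusted p under 0.05. The lower ones were OTU000003 (log2 fold change -7.06, standard error 0.38) and OTU000008 (-7.76, standard error 0.42), each with an adjusted p of 2.79e-05 from limma with Benjamini-Hochberg adjustment. OTU000002 had a higher share (4.11, standard error 0.80, adjusted p = 0.0303 from limma). These fold changes are of shares, and part of each rise can come from the lower share of OTU000003. OTU000001 (4.09, standard error 0.96, adjusted p = 0.0609 from limma), OTU000005 (-4.46, standard error 1.48, adjusted p = 0.116) and OTU000004 (2.01, standard error 0.99, adjusted p = 0.253) did not pass by the same test. The number of OTUs called changed with the pseudocount, to 3 at 0.01% and 10 at 0.0001%, and with single samples, to 10 without SB1 and to 2 without SB2 or SB3. The directions changed as well. Both OTUs called without SB2, and both without SB3, were lower in SB, so OTU000002 did not pass in either fit. Without C2, 1 OTU was higher and 3 were lower, at a pseudocount of 0.01% 1 was higher and 2 were lower, and at 0.0001% 4 were higher and 6 lower. The Shannon index was 0.676 ± 0.264 (SD, n = 3) in C and 0.924 ± 0.0520 in SB (exact two-sided permutation test, p = 0.3). The effective number of OTUs, the inverse of the Simpson concentration, was 1.43 ± 0.259 in C and 2.12 ± 0.106 in SB (exact two-sided permutation test, p = 0.1). The number of OTUs listed above 0 did not separate the groups (exact two-sided permutation test, p = 0.2).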

The bacterial structure was also analyzed at the class, order, family, genus, and species level, respectively (Supplementary Figure S1). Functional prediction of bacterial structure showed that the relative abundance of Gram-positive bacteria was increased and Gram-negative bacteria was decreased by sodium butyrate treatment (Figure 3C), which was consistent with bacterial structure at the phylum level (Figure 3B). In addition, sodium butyrate treatment increased the abundance of aerobic bacteria and decreased the abundance of anaerobic bacteria. Microbiome phenotypes predictions results showed that those changed bacteria species might be involved in many phenotypes with metabolism as the dominant function (Figure 3D).

After we confirmed the effect of sodium butyrate on *Drosophila* intestinal microbes, we further performed RNA sequencing of *Drosophila* treated with or without sodium butyrate. 

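RNA of whole conventional *Drosophila* raised without (C) and with 100 mM sodium butyrate (SB) was sequenced on the HiSeq2500 platform, with 2 libraries per group. The authors deposited unnormalized read counts for 14228 genes, of which 13931 carry an NCBI gene number and 297 an identifier of an assembled transcript. A symbol was found for 13926 of them in the annotation, and 13863 are also in the counts of the sterile experiment. The total counts were 17751729 in C1, 16060073 in C2, 16459698 in SB1 and 15523686 in SB2. Replicates differed by more than counting noise (chi-square per gene of 6.36 for the C and 6.90 for the SB libraries). The C libraries of this experiment are other libraries than those of the sterile experiment, sequenced on another platform, and the experiments were compared only through their own controls. The counts were analysed as in the sterile experiment, with edgeR's quasi-likelihood test at the same thresholds. With 2 libraries per group, the spread between replicates is estimated mainly from its trend across genes. In simulated counts with the means and spread of these libraries, 98.5% of 200 genes with a log2 fold change of 2 were recovered among 11622 genes, with 4 false calls. No p-value is given for fits that leave out a library, since they leave 1 library in a group.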

Principal component analysis of RNA sequencing data showed that gene expression patterns from different groups could be well clustered (Figure 4A). 

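In the 500 most variable genes of the conventional experiment, the first principal component of log2 CPM held 40.3% of the variance and the second 34.5%. The mean distance between C and SB libraries on this plane was 1.01 times the mean distance between replicates, so the groups were not farther apart than the replicates. The separation depended on the scale. The first component held 61.4% with the variance stabilizing transformation of DESeq2 and 84.4% with CPM that were not log-transformed, and the ratio of the mean distances was then 2.00 and 2.88. In both of these settings the closest libraries of different groups were farther apart than the most distant replicates. With all genes past the filter the first component held 41.4% and the ratio was 1.11. The Pearson correlation of log2 CPM across genes was 0.985 for the C pair, 0.986 for the SB pair, and 0.984 as the median of the 4 pairs of a C and an SB library.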

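Between SB and C in conventional *Drosophila*, 11932 genes were tested and 34 were differentially expressed, with 20 higher and 14 lower in SB, while 1489 genes had an unadjusted p under 0.05. DESeq2's Wald test gave 32 genes. The adjusted p-values below are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and n = 2 libraries per group. The most significant gene was *LysB* (chromosome 3L, 1207371 to 1207981, dm6), which rose from 71.1 ± 3.68 CPM (SD) in C to 214 ± 19.9 CPM in SB, a log2 fold change of 1.59 (standard error 0.08, adjusted p = 2.93e-14 from edgeR). *Mal-A6* and *LysE* followed, with log2 fold changes of 1.35 (standard error 0.08, adjusted p = 2.30e-12 from edgeR) and 1.43 (standard error 0.08, adjusted p = 5.38e-12 from edgeR). Members of the lysozyme and maltase families share sequence, so single members are uncertain. *Gba1a* rose from 13.8 ± 1.32 to 52.3 ± 1.56 CPM, a log2 fold change of 1.92 (standard error 0.13, adjusted p = 7.04e-12 from edgeR), and *CG8093* by 1.49 on the log2 scale (standard error 0.10, adjusted p = 5.28e-11 from edgeR). The most significant genes that were lower were *CG14205*, *Cyp4e3*, *CG13607*, *Cpr97Eb* and *CG10182*. *CG14205* (chromosome X, 19592609 to 19595548) fell from 18.6 ± 4.52 to 2.07 ± 0.812 CPM, a log2 fold change of -3.15 (standard error 0.27, adjusted p = 1.78e-08 from edgeR). *Cyp4e3*, *CG13607*, *Cpr97Eb* and *CG10182* had log2 fold changes of -1.75, -1.42, -2.81 and -1.66. With each library left out in turn, these 10 genes kept their direction.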

Volcano plot analysis showed sodium butyrate treatment under conventional conditions could also regulate *Drosophila* gene expression in both up- and downregulation patterns (Figure 4B). The most significant upregulated genes coding for these transcripts were *Met75Ca*, *CG42866*, and the most significant downregulated genes were *CG30025*, *CG33502*, *Cpr49Ah*, and *CG17298*. 

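The counts of these genes rested on few libraries. *Met75Ca* (chromosome 3L, 18472143 to 18472384, dm6) had 61 counts in SB1 and 0 in SB2, C1 and C2. *CG42866* (chromosome 2L, 19961224 to 19961685) had 12 counts in SB1, 2 in SB2 and 0 in both C libraries. *CG30025* (chromosome 2R, 11353564 to 11354373) had 46 counts in C2, and *CG33502* (chromosome X, 21609357 to 21611526) had 775 counts in C2, with 0 in the other libraries. *Cpr49Ah* (chromosome 2R, 12413962 to 12415170) had 52 counts and *CG17298* (chromosome 3R, 21283197 to 21284050) had 26 counts, all in C1. A gene with 0 counts in a library was not detected at the depth of these libraries. None of the 6 genes passed the filter on low counts. Without the filter, their adjusted p-values ranged from 0.219 to 0.794 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Met75Ca* (0.0159), *CG30025* (0.0491), *CG33502* (0.000155) and *Cpr49Ah* (0.0361) had an adjusted p under 0.05 in edgeR's exact test without the filter. *CG42866* (0.149) and *CG17298* (0.131) did not, and this test was chosen after seeing the values. DESeq2's Wald test gave *CG33502* an adjusted p of 5.99e-05 and the other genes none. In the whole table, 65 genes had at least 10 counts in 1 of the 4 libraries and at most 3 in each other library: 22 in C1, 17 in C2, 10 in SB1 and 16 in SB2.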

Gene ontology analysis showed that most differentially expressed genes regulated by sodium butyrate were enriched in key biological processes (Figure 4C). 

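The lists of immune, metabolic and translation genes stand in for the ontology terms, which were not used here. The 14 maltases and amylases had a median log2 fold change of 0.73 for SB against C (adjusted p = 1.81e-08 from camera over 11 lists), with 12 higher, 2 called over all genes and 4 adjusted over the list alone. Jonah proteases were higher in 15 of 16 cases (median 0.25, adjusted p = 1.81e-07 from camera, with 0 called and 0 adjusted over the list alone, and 7 with an adjusted p under 0.05 whatever their fold change). Lysozymes were higher in 4 of 5 cases (median 1.43, adjusted p = 0.00109 from camera, 3 called and 3 adjusted over the list alone). Heat shock protein genes were lower in 16 of 17 cases (median -0.62, adjusted p = 2.69e-07 from camera, with 0 called over all genes, 2 adjusted over the list alone and 3 with an adjusted p under 0.05 whatever their fold change). Peptidoglycan recognition proteins were higher in 10 of 12 cases (median 0.12, adjusted p = 0.00469 from camera, with 0 called and 0 adjusted over the list alone, and 2 with an adjusted p under 0.05). Antimicrobial peptides and Bomanins (median -0.12, 17 of 30 lower, adjusted p = 0.208 from camera, with 0 called, 1 adjusted over the list alone and 3 with an adjusted p under 0.05) and ribosomal proteins (median 0.02, 58 of 85 higher, adjusted p = 0.0631 from camera, with 0 called and 0 adjusted over the list alone) did not pass. With the length trend removed, the antimicrobial peptides and Bomanins passed (median -0.31, 18 of 30 lower, adjusted p = 0.00676 from camera). Of the 7 lists past the threshold in the conventional experiment, the maltases and amylases, the Jonah proteases and the lysozymes also passed under fry, a test in which random lists often had a low p. With the correlation between genes estimated, 0 lists passed (lowest adjusted p = 0.295 from camera, and 0 lists at an unadjusted p under 0.05).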

Overall, sodium butyrate treatment showed an inhibitive effect on host gene expression under both conventional conditions (Figure 4C) and sterile conditions (Figure 1C). 

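Under conventional conditions, 41.2% of the differentially expressed genes were lower with sodium butyrate. With the adjusted p alone, 118 genes were higher and 86 lower. Under sterile conditions, 57% were lower with sodium butyrate, and 3024 of 4301 under library-size scaling. With the adjusted p alone, 4233 genes were higher and 4480 lower under sterile conditions. These counts are relative to the total of each library, and cannot show a change in the total amount of mRNA. They cover all genes, whereas Fig. 1C and Fig. 4C count genes within ontology terms, which were not used here.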

We also performed quantitative RT-PCR validation of differentially expressed genes, and genes with different functions were selected for validation experiments (Figure 5 and Supplementary Figure S2). 

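Of the genes of Fig. S2, *Jon25Bi*, *Npc2e*, *lectin-37Da*, *Gba1a* and *Ctr1B* were higher in SB than in C in the RNA sequencing data, and their log2 fold changes below carry adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (n = 2 libraries per group). *Ctr1B*, a copper transporter gene (chromosome 3R, 8317612 to 8319205, dm6), rose from 4.52 ± 0.209 to 20.2 ± 2.23 CPM (SD), a log2 fold change of 2.16 (standard error 0.20, adjusted p = 1.25e-08 from edgeR). *Jon25Bi* rose from 202 ± 10.8 CPM to 354 CPM, a log2 fold change of 0.81 (standard error 0.06, adjusted p = 2.02e-10 from edgeR). *Npc2e* had a log2 fold change of 0.81 (standard error 0.18, adjusted p = 0.0136 from edgeR) and *lectin-37Da* of 1.03 (standard error 0.18, adjusted p = 0.000903 from edgeR). *Hsp23* fell by 0.97 on the log2 scale (standard error 0.09, adjusted p = 1.08e-08 from edgeR) and *CG5246* by 2.10 (standard error 0.39, adjusted p = 0.0396 from edgeR). With the length trend removed, the adjusted p of *CG5246* was 0.0592 from edgeR (log2 fold change -2.11). *SPH93* (-1.39, adjusted p = 0.272 from edgeR) and *Hsp68* (-1.01, adjusted p = 0.260 from edgeR) were lower in both SB libraries without passing the threshold, and *Hsp68* passed it in DESeq2's Wald test (adjusted p = 0.000975). *intr* was lower in SB (-1.03, standard error 0.37, adjusted p = 0.191 from edgeR). *Lip2* was higher (1.35, standard error 0.39, adjusted p = 0.0773 from edgeR), and so was *CG6283* (1.05, standard error 0.13, adjusted p = 1.77e-06 from edgeR). With single libraries left out, *lectin-37Da* fell to 0.84 and *CG6283* to 0.93, under the fold threshold, and *SPH93* ranged from -2.62 to -0.62. No p is given for these fits.

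**Figure D4:**
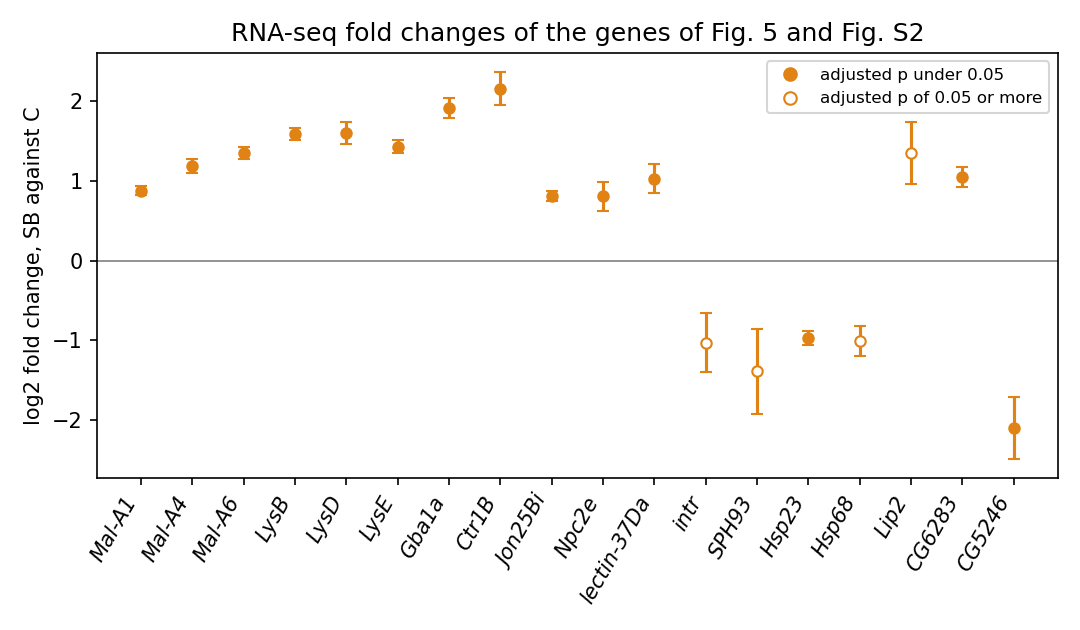
Log2 fold change of SB against C, with the standard error as the error bar, for the 18 genes of Fig. 5 and Fig. S2; filled points have an adjusted p under 0.05 in edgeR's quasi-likelihood test. All maltase and lysozyme genes shown lie above 0, from 0.88 for *Mal-A1* to 1.60 for *LysD*.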

The results were similar with RNA sequencing data, suggesting that sodium butyrate treatment for conventional *Drosophila* could affect gene expression, especially genes encoding metabolic enzymes (Figure 5A) and lysozyme family proteins (Figure 5B). 

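Of the metabolic enzymes of Fig. 5A, *Mal-A1* (chromosome 2R, 8449664 to 8451904, dm6) rose from 257 ± 5.93 CPM (SD, n = 2) in C to 473 ± 27.0 CPM in SB, a log2 fold change of 0.88 (standard error 0.06, adjusted p = 2.50e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mal-A4* (8458815 to 8460884) rose from 42.2 ± 0.473 to 96.3 ± 6.72 CPM (1.19, standard error 0.09, adjusted p = 7.16e-11 from edgeR), and *Mal-A6* (8465158 to 8467595) from 75.7 ± 8.42 to 193 ± 7.88 CPM. Of the lysozymes of Fig. 5B, *LysD* rose from 44.6 ± 2.22 to 135 ± 27.2 CPM (1.60, standard error 0.14, adjusted p = 0.00108 from edgeR), and *LysE* (chromosome 3L, 1212827 to 1213406) from 70.2 ± 9.30 to 189 ± 1.97 CPM. *LysB*, *LysD* and *LysE* lie within 1207371 to 1213406 on chromosome 3L, and reads shared between them leave the change of each single member uncertain. Every SB library was higher than every C library for these genes. From the RT-qPCR results and their similarity to the RNA sequencing data, the paper proposes that sodium butyrate can affect gene expression in conventional *Drosophila*, especially that of metabolic enzymes and lysozyme family proteins.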

Our gut microbiome data and transcriptome data suggested the dominant role of sodium butyrate in metabolism. Next, we performed non-target analysis using UPLC-MS/MS and obtained the metabolome data of *Drosophila* treated with or without sodium butyrate. Orthogonal partial least squares discriminant analysis showed five biological replicates could be clustered and samples from two groups could be separated (Figure 6A). Pie chart analysis of the proportion of different metabolites components showed lipids were the main components of different metabolites between conventional *Drosophila* and sodium butyrate-treated *Drosophila* (Figure 6B). Heat map analysis of metabolites with different abundance also indicated the clustering of biological replicates between two groups. The results showed that sodium butyrate treatment indeed could influence the abundance of metabolites, with lipids as the dominant change (Figure 6C).

To understand the relationship among the transcriptome, the microbiome, and the metabolome with the impact of sodium butyrate, we first carried out a correlation analysis between transcriptome and microbiome with metabolic immunity-related transcripts and the most abundant bacteria in the microbiome analysis results selected in the correlation analysis (Figure 7A). At genus level, the most enriched bacteria affecting the transcriptome pattern were *Acetobacter* and *Lactobacillus*. They were positively correlated with the upregulated genes and negatively correlated with the downregulated genes, while *Serratia* and *Enterococcus* were shown to have the contrary role. Among the upregulated genes, *Gba1a* was involved in lipid metabolism and glycan biosynthesis, while *Mal-A1*, *Mal-A2*, *Mal-A3*, *Mal-A4,* and *Mal-A8* were involved in carbohydrate metabolism and were positively correlated with *Acetobacter* and *Lactobacillus* (Figure 7A). 

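In the counts of conventional *Drosophila*, *Gba1a* (chromosome 3R, 23700621 to 23702605, dm6) had a log2 fold change between 1.82 and 2.01 with each library left out in turn. *Mal-A2*, *Mal-A3* and *Mal-A8*, on chromosome 2R between 8453627 and 8473961, had log2 fold changes of 0.73, 0.88 and 0.70 for SB against C (adjusted p = 0.000205, 6.06e-06 and 6.72e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 2 libraries per group). Among the other genes of Fig. 7, *PGRP-SC2* (0.78), *Amy-d* (0.72), *Amy-p* (0.63), *Cht9* (0.73), *UQCR-6.4* (0.60), *tobi* (0.90) and *GstD10* (1.12) were higher in SB with an adjusted p under 0.05 in the same test, each given with its log2 fold change. *GstE3* (-0.70) and *Uro* (-0.71) were lower with an adjusted p under 0.05. *phu* (1.43), *GstD2* (-1.77), *Cht7* (-1.04), *Ac3* (-0.89), *vanin-like* (-0.59), *Ugt317A1* (-0.75), listed in the figure as *Ugt58Fa*, and *Mal-B1* (-1.10) did not reach an adjusted p under 0.05, which ranged from 0.0606 for *vanin-like* to 0.341 for *GstD2*. With each library left out in turn, the log2 fold change was 0.865 to 1.69 for *phu*, -2.37 to -0.81 for *GstD2* and -1.25 to -0.69 for *Cht7*. It was -1.37 to -0.50 for *Ac3*, -0.66 to -0.51 for *vanin-like*, -1.02 to -0.45 for *Ugt317A1* and -1.12 to -1.01 for *Mal-B1*. The call of *GstD10* was lost under DESeq2's Wald test (adjusted p = 0.122), and its log2 fold change was 0.86 without C1. The RNA libraries (2 per group) and the midgut samples (3 per group) are different samples, and no correlation with bacteria was computed.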

We also performed correlation analysis between transcriptome and metabolome (Figure 7B). The majority of changed metabolites upon sodium butyrate treatment were lipids, such as Phosphatidylcholine (PC), Phosphatidylethanolamine (PE), and lysophosphatidylcholine (LPC). The representative differential metabolites LPC 18:3, PC (16:2e/2:0), PC (16:2e/16:1), and PE (15:0/15:1) were screened out by Cytoscap, and it was obvious that PE (15:0/15:1) was negatively correlated with metabolism-related genes *Mal-A1*, *Mal-A2*, *Mal-A4,* and *Mal-A8*, while the antimicrobial peptide gene *DptA* was positively correlated. Meanwhile, PC (16:2E 2:0), PC (16:2E/16:1), and LPC 18:3 were positively correlated with *PGRP-SC2*, a gene that could promote intestinal immune homeostasis (Figure 7B). 

## 3. Discussion

Host microbiome has been increasingly recognized to play an important role in shaping the health of animals, and the conception that intestinal bacteria communities can affect host physiology has been largely acknowledged [10,11]. Recent advances indicate that the microbiota is involved in the energy balance and metabolic homeostasis of host animals. In mammals, the connection between gut microbiota and energy metabolism is well established to be an area of intense research [12]. However, our current understanding of the impact of gut microbiota on host is generally descriptive, due to technical difficulties associated with integrated analysis of both the microbes and the host [8]. Most research on the impact of the microbiome on animals is designed to identify the effects of single microbial taxa and single metabolite of microbial origin, while the networks of host-microbiome interactions at different layers in nature are much more complicated than we thought [13]. A comprehensive understanding of host-microbiome interactions that integrates multi-omics data information is currently expected in the field.

Recently, there has been growing interest in using *Drosophila melanogaster* to elucidate the mechanisms underlying the complex relationships between the host and its microbiota [14,15], and increasing evidence using *Drosophila* showed that the microbiome can influence many aspects of the host, including the metabolism, the immune system and the behavior [16,17]. In principle, the relative simplicity of the *Drosophila* microbiota makes it a useful model to study host-microbiota interactions. In this context, the fruit fly *Drosophila* is considered a key model for understanding microbiota’s influence on animal health. In the present study, we used *Drosophila* as the model to investigate the impact of microbiome and microbiota-derived metabolite sodium butyrate on host transcriptome and metabolome. Using multi-omics analysis, we found that microbiome and sodium butyrate could impact host gene expression patterns in both sterile *Drosophila* model (Figure 1) and conventional *Drosophila* model (Figure 4). At the molecular level, sodium butyrate is likely to affect host lipid metabolism through gene expression regulation. Our results demonstrated that the microbiome and sodium butyrate of *Drosophila* can significantly alter gene expression, bacterial structure, and metabolites composition of the host. 

Among the short-chain fatty acids from microbiota, sodium butyrate received specific attention because it has been proven to directly activate specific G protein-coupled receptors on enteroendocrine cells and stimulate the synthesis of intestinal endocrine peptides to regulate lipid and carbohydrate metabolism [18,19]. In addition, sodium butyrate was also confirmed as an effective histone deacetylases inhibitor to subsequently regulate the expression of a variety of homeostasis-related genes [20,21]. More importantly, sodium butyrate has been used in aging-related disease therapy since it can improve the memory function in animal models [22]. In our study, we supplemented the *Drosophila* food with sodium butyrate under sterile conditions and conventional conditions. 

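The effect of sodium butyrate was compared between the sterile (SSB against S) and the conventional experiment (SB against C) for 13863 genes in both count tables. Of 11134 genes tested in both, 3753 were differentially expressed in the sterile and 32 in the conventional experiment, and the median absolute log2 fold change was 0.72 and 0.13. The number of libraries did not set this difference, since 9 fits with 2 S and 2 SSB libraries each called 4231 to 4491 genes. In one edgeR model over all 10 libraries, the difference of the effects itself had an adjusted p under 0.05 and an absolute log2 value over 1 for 3652 of 12417 genes. Its sign was positive for 1581 and negative for 2071 of them. The alternative that moved this count most was the adjusted p alone, with 6398 genes. Of the 192 genes with an adjusted p under 0.05 in the conventional experiment, 138 (71.9%) changed in the same direction in the sterile experiment, against 53.3% of all genes tested in both. The platform differed between the experiments and cannot be told apart from the sterile condition in this comparison. The SSB libraries also differed from S in the share of rRNA counts (1.97% against 0.0456%). Their mean exonic length weighted by counts was 2540 bp, against 3427 bp in S. In the conventional experiment this length was 3364 bp in C and 3367 bp in SB. A difference in the preparation of the SSB libraries thus stays open as a source of the larger sterile effect.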

The gene expression patterns of two conditions collectively suggest the effect of sodium butyrate on the host transcriptome with the effect more pronounced in the sterile condition where the background level of sodium butyrate was depleted. 

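The number of genes called under conventional conditions depended on the threshold. An adjusted p under 0.05 alone gave 204 genes, and with an absolute log2 fold change over log2(1.5) there were 89. Scaling by library size alone, without TMM, gave 28 genes at the full thresholds, and a filter that kept every gene with at least 1 count gave 41. The edgeR quasi-likelihood test with Benjamini-Hochberg adjustment was used in each case, with 2 libraries per group.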

Under conventional conditions where *Drosophila* has normal microbiota, sodium butyrate treatment still leads to hundreds of differentially expressed genes and dozens of differential metabolites. Specifically, the most significant upregulated genes are *Met75Ca*, *CG42866*, and the most downregulated genes are *CG30025*, *CG33502*, *Cpr49Ah*, *CG17298*. The microbiome analysis showed that the relative abundance of Gram-positive bacteria was increased and that of Gram-negative bacteria was decreased by sodium butyrate treatment (Figure 3). The results are consistent with the literature in which Gram-positive firmicutes are the main sodium butyrate-producing bacteria [23,24]. In our study, *Acetobacter* and *Lactobacillus* showed a dominant role in the intestinal flora of *Drosophila* treated by sodium butyrate, and the metabolites from these bacteria could be used to maintain an acidic environment in the intestinal tract, thereby inhibiting the growth of harmful bacteria. 

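The antimicrobial peptide genes *IM2* and *IM3* are listed under the names *BomS2* and *BomS3* in the annotation. In the counts of conventional *Drosophila*, *BomS2* (chromosome 2R, 18386602 to 18387030, dm6) was at 122 ± 3.39 CPM (SD, n = 2) in C and 78.5 ± 17.3 CPM in SB, a log2 fold change of -0.64 (standard error 0.15, adjusted p = 0.158 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *BomS3* (18387895 to 18388734) was at 52.9 ± 0.910 CPM in C and 33.5 ± 6.53 CPM in SB, with a log2 fold change of -0.66 (standard error 0.12, adjusted p = 0.00132 from edgeR). *DptA* (chromosome 2R, 18865765 to 18866260) was at 4.18 ± 0.100 CPM in C and 2.42 ± 0.268 CPM in SB, with a log2 fold change of -0.79 (standard error 0.36, adjusted p = 0.360 from edgeR). All 3 genes were lower in both SB libraries than in both C libraries, but only *BomS3* had an adjusted p under 0.05, and none reached an absolute log2 fold change of 1. With each library left out in turn, the log2 fold change of *BomS3* stayed between -0.87 and -0.47.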

The negative correlation between these two types of bacteria and antimicrobial peptide genes *IM2*, *IM3,* and *DptA* (Figure 7A) could also support the effect of sodium butyrate on *Acetobacter* and *Lactobacillus*. The metabolites composition in our study showed that sodium butyrate supplement can dramatically cause lipid accumulation (Figure 6); this is also consistent with the previous report that sodium butyrate can regulate lipid metabolism [25,26]. Our work can serve as launching points for future work, and additional investigations are warranted to understand the effects of sodium butyrate on host metabolism, including the specific functions of differentially expressed genes in *Drosophila*.

In this study, we took advantage of *Drosophila* as the model to study host-microbiome interactions and carried out experiments including RNA sequencing, 16S rRNA sequencing, and metabolites profiling. Our integrative analysis of the transcriptome, the microbiome and the metabolome data suggested several candidate transcripts that are coregulated by sodium butyrate. The results from this study provide molecular evidence for host-microbiome interactions with multi-omics data. Our work also validated *Drosophila* as a valuable model for microbiome research, especially as it was very simple to establish the sterile *Drosophila* model with low cost and short time. In our study, we used the entire organism of *Drosophila* for our transcriptome and metabolome. We appreciate that the entire organism may be complex. However, we used the entire organism for both experimental *Drosophila* and control *Drosophila*; thus, the influence of the complexity of different cell types has been minimized. Overall, we believe that the *Drosophila* model will offer a valuable alternative to mammalian models for the fundamental discovery of microbiome functions as indicated in the literature [27,28,29]. Although there are differences between the *Drosophila* and the mammalian model—for example, *Drosophila* lacks an adaptive immune system [30]—the overall immune metabolic pathways that maintain intestinal homeostasis, function, and integrity are still highly conserved [31,32]. Moreover, the host-microbiota interactions are most likely conserved across the animal kingdom and are important for all animal health [31]. The long application record as a successful model for discovering fundamental biological mechanisms has proved *Drosophila* as a valuable system for understanding host-microbiome interactions, and we will continue to carry out systematical investigation on *Drosophila*-microbiome interactions in our future study.

## 4. Materials and Methods

### 4.1. Conventional Drosophila and Sterile Drosophila

For conventional *Drosophila*, *Drosophila melanogaster* w^1118^ was reared at 25 °C under 12 h light/12 h dark cycles on yeast-glucose medium (1 L water, 100 g yeast, 100 g glucose, 1.2% agar, 0.1% potassium sorbate) [33,34]. Sodium butyrate (molecular formula: C_4_H_7_NaO_2_, Sigma, 100 mM dissolved in water) -supplemented food was prepared in yeast-glucose basis medium. Grape juice agar plates were made by microwaving the mixture (100 mL water, 10 g yeast, 10 g glucose, and 1 g of agar), the diet was boiled three times, and grape juice was added to increase the visibility of eggs on the agar plate when we collected eggs [29]. The agar was cooled down and poured into clean Petri dishes, and the yeast was spread on the agar surface. The eggs were collected from the plastic cage by rinsing the agar plate with distilled water and gently poured into the cell strainer. To establish the sterile *Drosophila* model, fresh eggs were dechorionated in 2.7% sodium hypochlorite followed by twice with washes with 70% ethanol for 2 min in the biosafety cabinet. After washing the surface of the eggs with sterile water, a sterilized paintbrush was used to transfer the eggs to a pre-sterilized tube containing food. Sodium butyrate was included in the sterilized food for the treatment group. The protocol for animal experiment was reviewed and approved by the Institutional Animal Care and Use Committee of South China Normal University at Guangzhou, China (protocol code SCNU-SLS-2021-015).

### 4.2. Gut Microbiome Analysis

After 3–4 days of eclosion, *Drosophila* adults were anesthetized with CO_2_ gas followed by surface disinfected with 70% ethanol, washed three times with sterile PBS, and dissected to collect midguts. Equal numbers of males and females were used to ensure no gender differences in the bacterial content (40 flies per replicate). The bacterial DNA was purified using TIANamp Bacteria DNA kit (Tiangen Biotech Inc., Beijing, China), following the manufacturer’s protocols. A region encompassing the V3–V4 hypervariable regions of the 16S rRNA gene was amplified using the primers 341F (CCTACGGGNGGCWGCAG) and 806R (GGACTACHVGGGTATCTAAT). The 16S amplicon sequencing was performed on the Illumina Hiseq2500 platform by Guangzhou Genedenovo Biotechnology. 

For microbiome data analysis, raw data containing adapters or low-quality reads were further filtered using FASTP (https://github.com/OpenGene/fastp, accessed on 7 January 2021), and paired-end clean reads were merged as raw tags using FLSAH [35], with a minimum overlap of 10bp and mismatch error rates of 2%. Clean tags were searched against the reference database to perform reference-based chimera checking using the UCHIME algorithm (http://www.drive5.com/usearch/manual/uchime_algo.html, accessed on 8 January 2021). All chimeric tags were removed, and finally, obtained effective tags were used for further analysis. The effective tags were clustered into operational taxonomic units (OTUs) of  ≥  97% similarity using UPARSE [36]. The tag sequence with the highest abundance was selected as the representative sequence within each cluster. Between-groups Venn analysis was performed in R project (version 3.4.1) to identify unique and common OTUs. The representative sequences were classified into organisms by a naive Bayesian model using RDP [37] based on SILVA database (https://www.arb-silva.de/, accessed on 8 January 2021). Chao1, Simpson, and all other alpha diversity indexes were calculated in QIIME. OTU rarefaction curve and rank abundance curves were plotted in QIIME. Multivariate statistical techniques were calculated and plotted in R project. The KEGG pathway analysis of the OTUs was inferred using PICRUSt [38] and Tax4Fun [39]. Microbiome phenotypes were classified using BugBase. 

### 4.3. RNA Sequencing and Data Analysis

After total RNA was extracted, the enriched mRNA by Oligo(dT) beads were fragmented using fragmentation buffer and reverse transcripted into cDNA with random primers using the NEBNext^®^ Ultra™ RNA library prep kit for Illumina following manufacturer’s instructions. For first-strand cDNA synthesis, the fragmented and primed mRNA was reversed into cDNA using ProtoScript IIReverse Transcriptase in a 20 µL reaction with the procedure of 10 min at 25 °C and 15 min at 42 °C followed by 15 min at 70 °C. For second-strand cDNA synthesis, the Second Strand Synthesis Enzyme Mix was added to the First-Strand Synthesis reaction to react at 16 °C for 1 h in an 80 µL reaction. Then, the cDNA fragments were purified with QiaQuick PCR extraction kit (Qiagen, Germany), end-repaired, poly(A) added, and ligated to Illumina sequencing adapters. The ligation products were size selected by agarose gel electrophoresis, PCR-amplified, and sequenced using Illumina HiSeq2500 by Genedenovo Biotechnology Co, Ltd (Guangzhou, China). For RNA sequencing of *Drosophila* samples under sterile conditions, libraries were sequenced on Illumina HiSeq Xten platform. 

For data processing, quality control of sequencing data was assessed with fastqc (www.bioinformatics.babraham.ac.uk/projects/fastqc/, accessed on 12 January 2021). Adaptor sequences were trimmed by cutadapt [40] with at least 30 nt remaining length, and clean reads were mapped to the dm6 reference genome using HISAT2 [41]. FeatureCounts [42] was used to count the number of reads that mapped to a gene. Gene expression level was calculated by R package DESeq2 [43]. Hierarchical clustering and principal component analysis were used to visualize the effect of different groups. Differentially expressed genes between two groups were identified by the false discovery rate corrected *p*-value < 0.05 and log2|fold change| > 1. In order to obtain the biological annotation of differentially expressed genes, gene ontology analysis was performed by clusterProfiler [44]. The *p*-value < 0.05 and q-value < 0.01 were considered a significant enrichment, and GO (Gene Ontology) terms redundancy were removed by REVIGO [45].

### 4.4. Metabolites Extraction, UHPLC-MS/MS and Metabolome Analysis

*Drosophila* samples three days after feathering were ground separately with liquid nitrogen and homogenized with 80% methanol and 0.1% formic acid precooled resuspended in the vortex well, incubated on ice for 5 min at 4 °C, and centrifuged for 20 min. The supernatant portion was diluted with LC-MS grade water to a final concentration of 53% methanol. The samples were transferred to tubes and centrifuged at 5000× *g* at 4 °C for 20 min. Finally, the supernatant was injected into the LC-MS/MS system for analysis. Ultra-high performance liquid chromatography-MS/MS (UHPLC-MS/MS) was performed using the Vanquish UHPLC system (ThermoFisher Scientific, Waltham, MA, USA) and Orbitrap Q ExactiveTM HF-X mass spectrometer (ThermoFisher) in Genedenovo Biotechnology Co., Ltd.

The raw data files generated by UHPLC-MS/MS were processed using the Compound Discoverer 3.1 (ThermoFisher) to perform peak alignment, peak picking, and quantitation for each metabolite. Peak intensities were normalized to the total spectral intensity. The normalized data were used to predict the molecular formula based on additive ions, molecular ion peaks, and fragment ions; then, the peaks were matched with the mzCloud (https://www.mzcloud.org/, accessed on 20 January 2021) to obtain the accurate qualitative and relative quantitative results. Statistical analyses were performed using the statistical software R, Python and CentOS. 

### 4.5. RNA Preparation and RT-qPCR Analysis

According to the manufacturer’s instructions, *Drosophila* adults were homogenized in 1 mL TRIzol (Accurate Biotechnology, Hunan, China) with sterilized steel balls. The RNA samples were dissolved in an appropriate amount of DEPC water. NanoDrop 2000 spectrophotometer (ThermoFisher) was used to quantify the concentration and purity of total RNA in each sample at a wavelength of 260 nm. The HiFiScript gDNA Removal cDNA Synthesis Kit (CWBIO, Jiangsu, China) was used to synthesize cDNA. Three biological replicates were used for quantitative reverse transcription PCR analysis using MagicSYBR Mixture (CWBIO). The relative mRNA level of gene expression was measured with Rp49 as internal control by calculating the values of ΔCt^Gene^/ΔCt^Rp49^ and analyzed by the 2^−ΔΔCt^ method. Primers used in this study are listed in Supplementary Table S1. 

## 5. Conclusions

This study investigated the role of the microbiome and microbiota-derived metabolite sodium butyrate in regulating host transcriptome and metabolome. To validate our hypothesis, we established both the sterile *Drosophila* model and the conventional *Drosophila* model treated with or without sodium butyrate. Our transcriptome data and qRT-PCR validation results showed that microbiome and sodium butyrate can impact host gene expression patterns in both sterile *Drosophila* model and conventional *Drosophila* model. By 16S rRNA sequencing analysis, we showed that sodium butyrate treatment can affect bacterial structure with the dominant effect on Firmicutes and suppress Proteobacteria. Functional prediction of bacterial structure showed that the relative abundance of Gram-positive bacteria was increased and Gram-negative bacteria was decreased by sodium butyrate treatment, respectively. We also identified *Drosophila* metabolites by ultra-high performance liquid chromatography-MS/MS; the results showed sodium butyrate influenced the composition of host metabolites with lipids as the dominant changed components. Our integrative analysis of the transcriptome, the microbiome, and the metabolome data in this study identified candidate transcripts that are coregulated by sodium butyrate. Taken together, our work reveals the impact of microbiome and microbiota-derived sodium butyrate on host transcriptome and metabolome and provides evidence for a better understanding of host-microbiome interactions with multi-omics data.

## Figures and Tables

**Figure 1:**
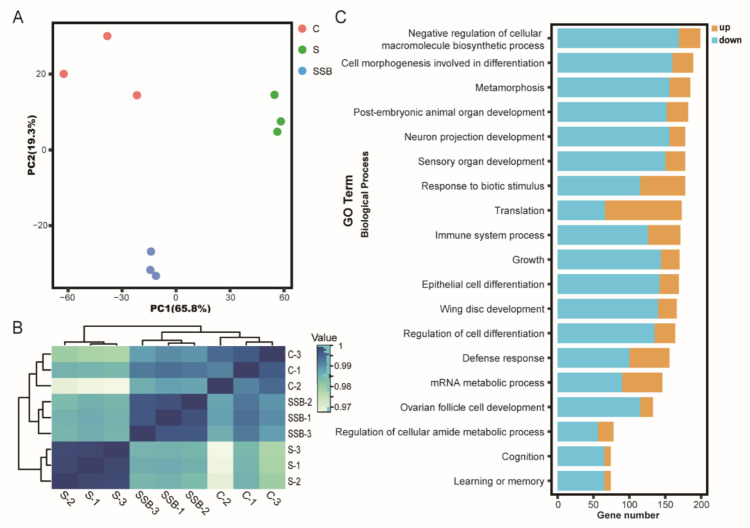
RNA sequencing analysis of conventional *Drosophila* (C), sterile *Drosophila* (S) and sterile *Drosophila* treated with sodium butyrate (SSB). (**A**) Principal component analysis of RNA sequencing data from three groups, *n* = 3. (**B**) Pearson correlation heat map of RNA sequencing data from three groups, white to blue, indicates an increase in correlation. (**C**) Gene ontology enrichment of RNA sequencing data from sterile *Drosophila* compared to sterile *Drosophila* treated with sodium butyrate. The x-axis represents gene numbers upregulated or downregulated, and the y-axis represents different pathways in biological process.

**Figure 2:**
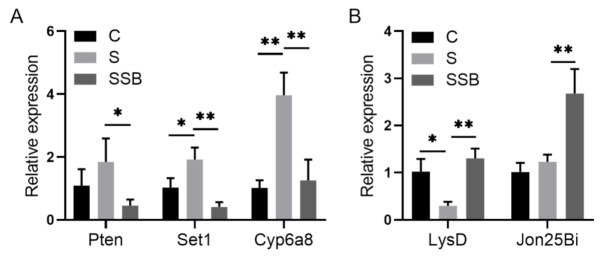
Quantitative RT-PCR validation of genes from sterile *Drosophila* (S) and sterile *Drosophila* treated with sodium butyrate (SSB). (**A**) Relative expression of downregulated transcripts (SSB compared to S) in the transcriptome data. (**B**) Relative expression of upregulated transcripts (SSB compared to S) in the transcriptome data. Significant differences are determined by the unpaired Student’s *t*-test. * *p* < 0.05, ** *p* < 0.01.

**Figure 3:**
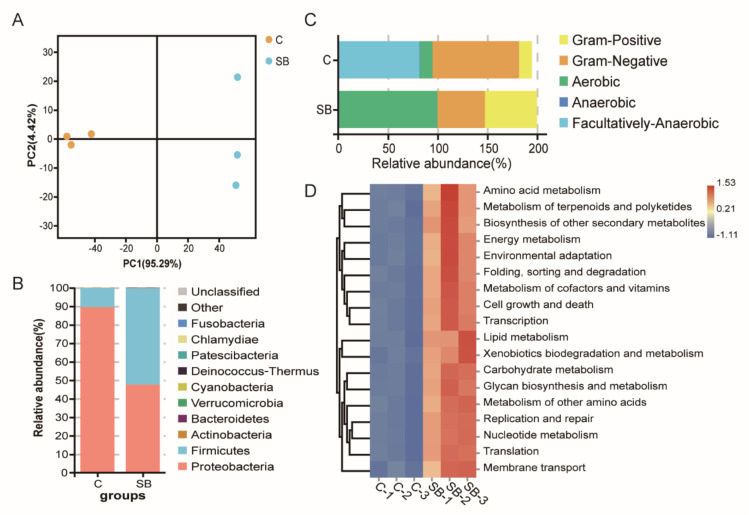
Gut microbiome analysis of 16S rDNA sequencing data from conventional *Drosophila* (C) and sodium butyrate-treated *Drosophila* (SB). (**A**) Principal component analysis of samples from two groups, *n* = 3. (**B**) Microbiome analysis shown at phylum level. (**C**) Organism level microbiome phenotypes predicted with Bugbase. (**D**) Functional prediction heat map with PICRUSt.

**Figure 4:**
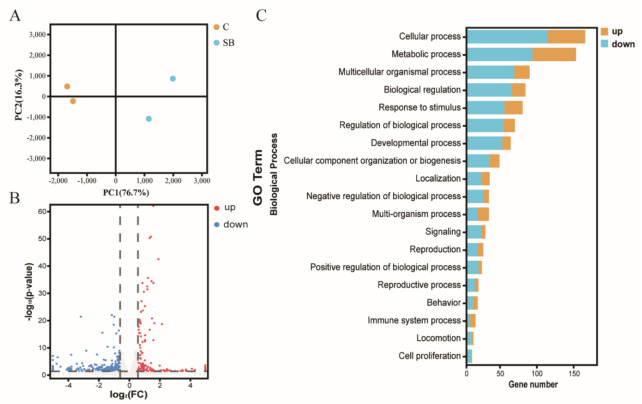
RNA sequencing analysis of conventional *Drosophila* (C) and sodium butyrate-treated *Drosophila* (SB). (**A**) Principal component analysis of samples from two groups, *n* = 2. (**B**) Volcano plot showing transcriptional regulation of genes. (**C**) Gene ontology enrichment of RNA sequencing data from conventional *Drosophila* compared to sodium butyrate-treated *Drosophila*. The x-axis represents gene numbers upregulated or downregulated, and the y-axis represents different pathways in the biological process.

**Figure 5:**
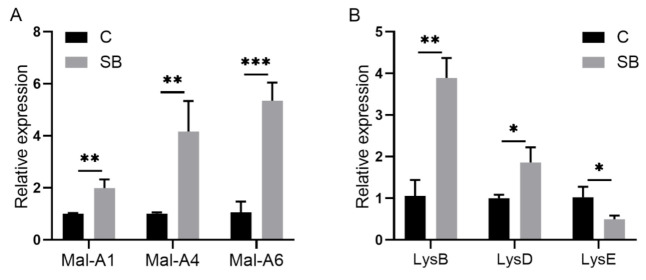
Quantitative RT-PCR validation of genes from conventional *Drosophila* (C) and sodium butyrate-treated *Drosophila* (SB). (**A**) Relative expression of transcripts encoding metabolic enzymes in qRT-PCR experiments. (**B**) Relative expression of transcripts encoding lysozyme family proteins in qRT-PCR experiments. Significant differences are determined by the unpaired Student’s *t*-test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 6:**
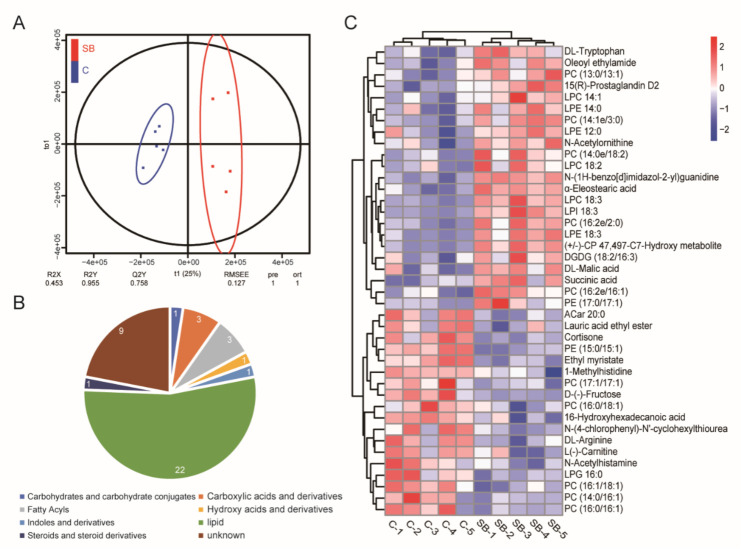
Non-target analysis of metabolites from conventional *Drosophila* (C) and sodium butyrate-treated *Drosophila* (SB). (**A**) Orthogonal partial least squares discriminant analysis of two groups samples, *n* = 5. (**B**) Pie chart showing the proportion of different metabolites components. (**C**) Heat map analysis of metabolites from two groups in both positive and negative electrospray ionization modes. Blue to red indicates an increase in metabolite abundance.

**Figure 7:**
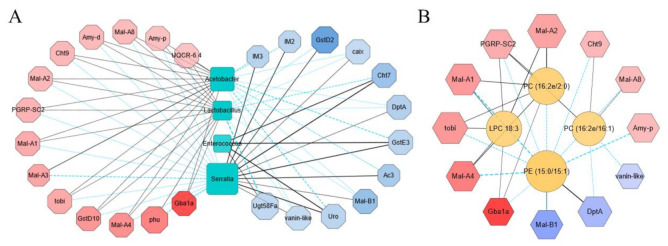
Integrative analysis of the transcriptome, the microbiome, and the metabolome data from conventional *Drosophila* (C) and sodium butyrate-treated *Drosophila* (SB). (**A**) Correlation analysis between the transcriptome and the microbiome data in upregulated and downregulated manner, respectively. (**B**) Correlation analysis between the transcriptome and the metabolome data in an upregulated and downregulated manner, respectively. Upregulated and downregulated transcripts were selected to analyze the correlation with the microbiome and the metabolome data. The correlation analysis was performed using igraph (version 1.1.1) in R package and networks with significant correlations were drawn using Cytoscape software. Red indicates the transcripts with log_2_(fold change) < 0, and blue indicates the transcripts with log_2_(fold change) > 0, an increase of color indicated the extend of fold change. The solid line and dashed line indicated positive correlation and negative correlation, respectively.

## Data Availability

The raw sequencing data analyzed in the current study have been deposited in the NCBI Gene Expression Omnibus database, available under accession number GSE169135.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/metabo11050298/s1, Supplementary Table S1. Primer sequences used for RT-qPCR analysis in this study. Supplementary Figure S1. Gut microbiome analysis of bacterial structure at the class, order, family, genus, species level, respectively. 16S rDNA sequencing data from conventional *Drosophila* (C) and sodium butyrate-treated *Drosophila* (SB) were used, n=3. Supplementary Figure S2. Quantitative RT-PCR validation of genes from conventional Drosophila (C) and sodium butyrate-treated Drosophila (SB). (A) Relative expression of up-regulated transcripts in the transcriptome data. (B) Relative expression of down-regulated transcripts in the transcriptome data. Significant differences are determined by the unpaired Student’s *t*-test. * *p* < 0.05, ** *p* < 0.01.

# Supplementary material for: The Impact of Microbiome and Microbiota-Derived Sodium Butyrate on Drosophila Transcriptome and Metabolome Revealed by Multi-Omics Analysis
**Source:** Metabolites. 2021 May 6;11(5):298. doi: 10.3390/metabo11050298
**Supplement:** Supplementary file 1

# The Impact of Microbiome and Microbiota-Derived Sodium Butyrate on *Drosophila* Transcriptome and Metabolome Revealed by Multi-Omics Analysis

Fan Zhou <sup>1,†</sup>, Biaodi Liu <sup>2,†</sup>, Xin Liu <sup>1</sup>, Yan Li <sup>2</sup>, LuoLuo Wang <sup>1</sup>, Jia Huang <sup>1</sup>, Guanzheng Luo <sup>2,\*</sup> and Xiaoyun Wang <sup>1,\*</sup>

†These authors have contributed equally to this work.

**Supplementary Table S1.** Primer sequences used for RT-qPCR analysis in this study.

| Gene               | Forward Primer          | Reverse Primer          |
|--------------------|-------------------------|-------------------------|
| <i>Pten</i>        | AACCTGCTCGGTTGGAACAT    | ACACTATCAGCACCACACGAA   |
| <i>Set1</i>        | AAAAC TTCAACCGCCAGTGC   | GGCGGTGCATTTCCTAAAAGT   |
| <i>Cyp6a8</i>      | GAAAGCAAGGCACCGTTTGT    | GGCACCGTCCAGATTGAAGA    |
| <i>LysD</i>        | CTGCAACGCTCTCCTGACC     | TGCGCAATCGTTTTAATCGGG   |
| <i>Jon25Bi</i>     | GCGGTGGTTCTATCATCGCC    | GGCCAGTTGTGGTTCTGGAT    |
| <i>Mal-A1</i>      | AGTGGTGGGAGAGTGGAACT    | GCCGATGTCTTTCAGGTAATG   |
| <i>Mal-A4</i>      | TTCAAAGACAGTGACGGAAATGG | TTTCAGAAAAGGAGACAGCCAG  |
| <i>Mal-A6</i>      | GCAGCGATACTCGTTTTGGG    | TGCCACTTGCCACCAATCTC    |
| <i>Gba1a</i>       | CAGGGACTTCGGTTCTCCAC    | GACAGGATTGTTCGATTTCGC   |
| <i>LysB</i>        | TCTTGACCGACGACATCACC    | CGAAGAGGAGATGCTGGTGTTA  |
| <i>LysE</i>        | TAAGGGCCCCATTGCGAGGA    | CCAATTGGTCACGAGGAACG    |
| <i>SPH93</i>       | GCAATCGGAATCTACTCTTAGC  | TGGAGCGGTAATCAAATGTTGG  |
| <i>Hsp23</i>       | ATTCCATTGTTGTTGAGCCTTGC | GGCCAAGTAGGGATTCTCTTG   |
| <i>Hsp68</i>       | CGACAACGGCAAACCAAAGAT   | TAGTGCCCAGGTAGGCTTCTG   |
| <i>Lip2</i>        | CGGCAGCACATCGACTTGA     | GGAGTGTCCAATTAGTACCACCT |
| <i>CG6283</i>      | GCTCCGTTCTCTACTACGCC    | GTAGGTGCTTCGCGAGTTCT    |
| <i>CG5246</i>      | CTGTCTCAATGTTCCGGCGAAA  | CCTCCAATCACACGGGTCTC    |
| <i>Jon25Bi</i>     | GCGGTGGTTCTATCATCGCC    | GGCCAGTTGTGGTTCTGGAT    |
| <i>Npc2e</i>       | CACTTCCTGGGCAATAACAACA  | GACACTTCGTCGGGTAGGG     |
| <i>Intr</i>        | GACCGCTCCGCAGTTTAATGT   | CTCTGGTAGGGATAGGGCACT   |
| <i>Lectin-37Da</i> | AAACCCGTACAACCTGACCGT   | TTCTCGTAGGCGACATACCAA   |
| <i>Gba1a</i>       | CAGGGACTTCGGTTCTCCAC    | GACAGGATTGTTCGATTTCGC   |
| <i>Ctr1B</i>       | TGGTGTCTTCCTGTATGAGG    | CTCGTTCTTCCTACGCTGCT    |
| <i>SPH93</i>       | GCAATCGGAATCTACTCTTAGC  | TGGAGCGGTAATCAAATGTTGG  |
| <i>Rp49</i>        | GCCCAAGGGTATCGACAACA    | ACCTCCAGCTCGCGCACGTT    |

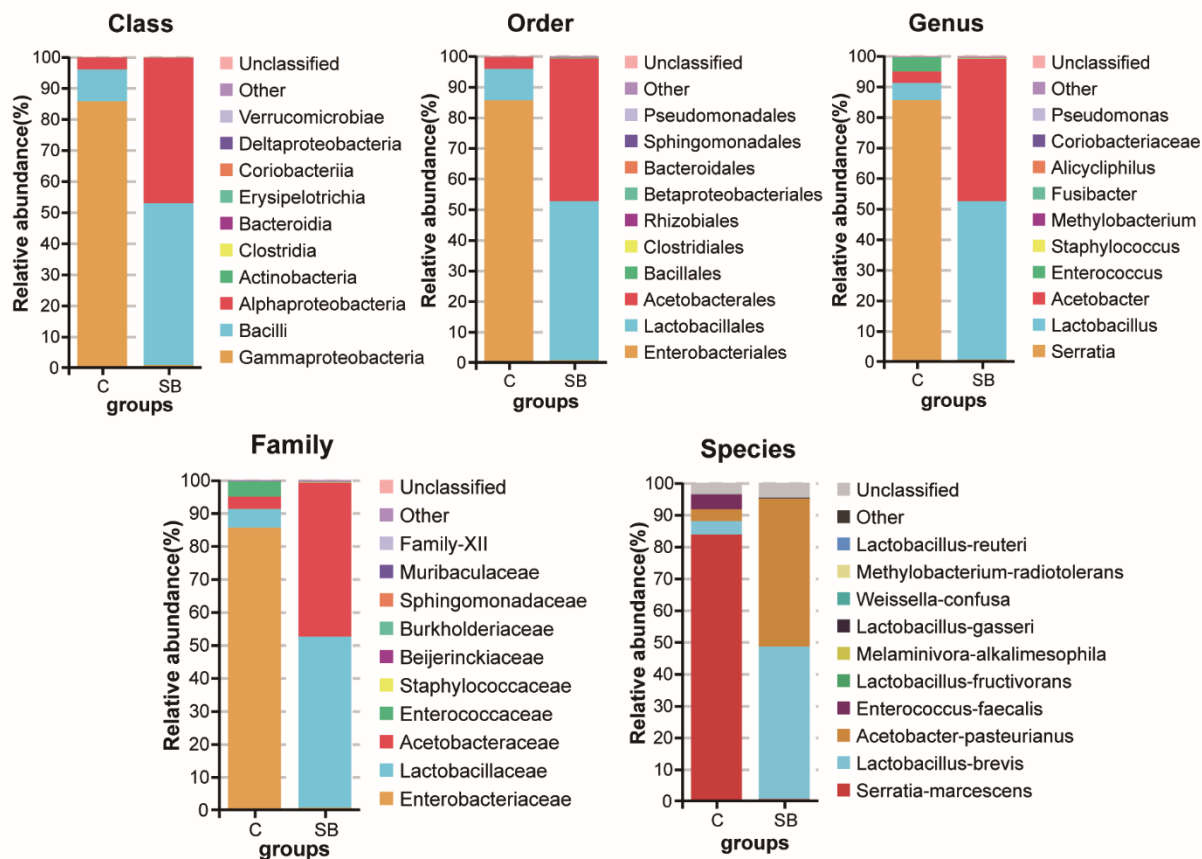

**Supplementary Figure S1.** Gut microbiome analysis of bacterial structure at the class, order, family, genus, species level, respectively. 16S rDNA sequencing data from conventional *Drosophila* (C) and sodium butyrate-treated *Drosophila* (SB) were used,  $n=3$ .

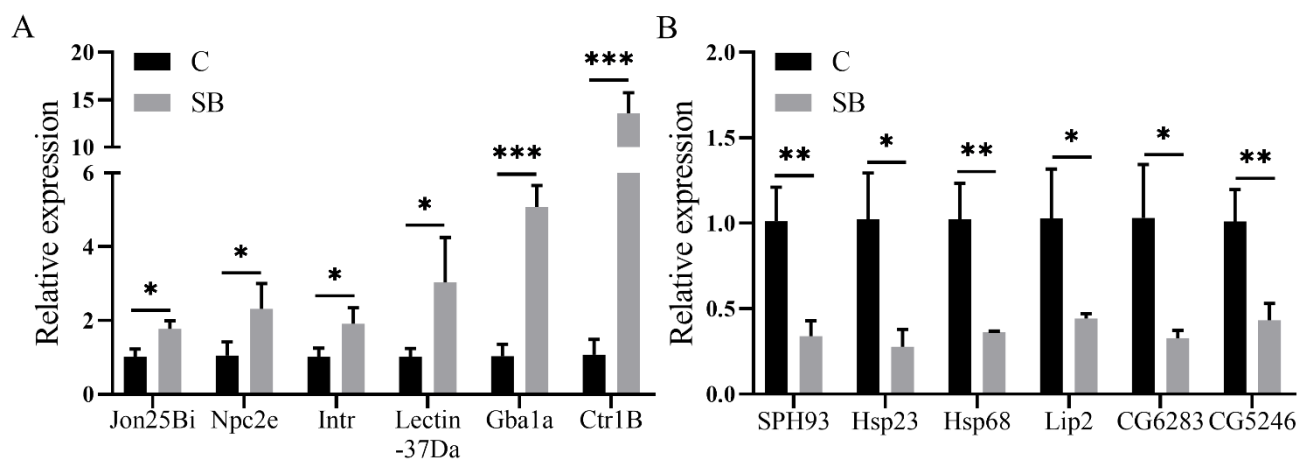

**Supplementary Figure S2.** Quantitative RT-PCR validation of genes from conventional *Drosophila* (C) and sodium butyrate-treated *Drosophila* (SB). (A) Relative expression of up-regulated transcripts in the transcriptome data. (B) Relative expression of down-regulated transcripts in the transcriptome data. Significant differences are determined by the unpaired Student's *t*-test. \* $P < 0.05$ , \*\* $P < 0.01$ .

How the deposited data were processed for this re-analysis (not part of the article)

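The deposited data cover 3 experiments with 19 samples. In the sterile RNA sequencing experiment, 9 libraries of whole *Drosophila* were made, 3 each for conventional *Drosophila* (C), sterile *Drosophila* (S) and sterile *Drosophila* treated with sodium butyrate (SSB). The conventional RNA sequencing experiment has 4 libraries, 2 for C and 2 for conventional *Drosophila* treated with sodium butyrate (SB). In the 16S experiment, 6 midgut samples were sequenced, 3 for C and 3 for SB. Samples were assigned to groups by their labels and the paper's methods, and every sample with values was used.

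To make the read counts, the authors trimmed reads with cutadapt, aligned them to the dm6 genome with HISAT2 and counted reads per gene with FeatureCounts, and they deposited whole-number counts that were not normalized. The genes of the sterile experiment carry FlyBase identifiers and those of the conventional experiment NCBI gene numbers, with 297 identifiers of assembled transcripts that the methods do not describe. To make the percent values of the 16S experiment, the authors filtered reads with FASTP, merged them with FLASH, removed chimeras with UCHIME and clustered tags into OTUs with UPARSE, and the deposited table gives each OTU as a percentage of the tags of its sample. The depth of the 16S samples is unknown, and the table carries no taxonomy. Gene symbols and coordinates are those of the Ensembl and RefSeq annotations of the dm6 assembly. A symbol was found for 17710 of 17807 genes in the sterile and 13926 of 14228 in the conventional experiment.

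Total counts ranged from 14121787 to 34067563 per library in the sterile experiment and from 15523686 to 17751729 in the conventional experiment. A gene at or under 3 counts in every library of a group was treated as at the floor, and a fold against such a group is given as a lower bound. Floors cover counting error only, since reads from the same molecule are not independent.

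From the counts, genes were filtered with filterByExpr at its minimum of 10 counts and normalized with TMM, and groups were compared with edgeR's quasi-likelihood test with robust estimation and Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the paper. Each comparison used only the libraries of its own groups. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The difference of the sodium butyrate effect between the experiments, (SSB - S) - (SB - C), was tested in one edgeR model over 10 libraries for the genes in both count tables. Log2 CPM used a prior count of 2. Principal component analysis used the 500 most variable genes. The position of a library was its projection on the line from the mean of S to the mean of C. For comparisons that share the S libraries, 1000 SSB groups without change were simulated, and for the positions of single genes 20 S and SSB groups, both drawn from the S libraries. For the percent values, the design foresaw a count test on tags. Because the values turned out to be percentages, limma was used on log2(percent + 0.001) for OTUs above 0 in at least 3 samples, and this filter and pseudocount were chosen after the values were seen. OTUs were called at the same thresholds, and single shares were compared with exact two-sided permutation tests.

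Lists of antimicrobial peptides and Bomanins, peptidoglycan recognition proteins, lysozymes, Jonah proteases, maltases and amylases, ribosomal proteins and heat shock proteins, and of genes of the ovary and egg shell, the maternal germ line, the testis and the male accessory gland, were tested with limma's camera at a preset correlation of 0.01. A list needed at least 3 genes past the filter, and the roX RNAs, which are fewer, were not tested. The genes named in the text are those the paper names in its text, RT-qPCR figures and correlation figures. Of these, 1 gene of Fig. 2 is not reported here, and the numbers of named genes leave it out. The name caix of Fig. 7 could stand for *Calx* or for an older name of *CAH9*, and neither gene is reported. For each comparison, the 5 higher and the 5 lower called genes with the smallest adjusted p whose groups do not overlap were added, and in the 16S data every OTU with at least 1% of the tags in any sample.

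Alternatives covered the normalization (DESeq2's size factors, or library size alone), DESeq2's Wald test, the filter on low counts, the fold-change threshold, the replicate number as a block, all 9 libraries in one fit, the scale and genes of the principal component analysis and the correlations, fry and an estimated correlation for the lists, the pseudocount, and each replicate left out in turn. For technical checks, each library's loess trend (span 0.3) of log2 CPM on exonic length or GC content was removed, counts were thinned to the smallest library, and 138 genes annotated as rRNA were left out.

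The procedures were tested on simulated counts in which 200 genes had a log2 fold change of 2. For 3 libraries against 3, edgeR recovered 200 of them among 12526 genes with 1 false call, and 185 among 12326 genes with 13 false calls when the simulated spread was that of the C libraries. With 2 libraries against 2, edgeR recovered 197 and DESeq2 193 genes. The model for the difference of the effects recovered 198 among 12479 genes with no false call, in a simulation where the conventional libraries carried counting noise alone. With a length trend put into the simulated counts, 862 false calls were made among 12489 genes, and 4 after its removal. Of 100 random lists, 5 had a p under 0.05 in camera and 24 in fry. In simulated percentages of 102 OTUs, 9 of 10 changed OTUs were recovered. A position put in at 0.6 was found at 0.598.

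Gene ontology terms, bacterial taxa, the metabolome, RT-qPCR values and the correlations of genes with bacteria were not analysed here. Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with matplotlib 3.10.9.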

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

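The check of the length trend in the difference of the sodium butyrate effect was chosen before its result was seen, and the test of RNA without a poly(A) tail was chosen only after the result was seen.

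The effect of sodium butyrate differed between the sterile and the conventional experiment. In one model over both experiments, the difference of the log2 fold changes had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a size over 1 for 3652 genes, 1581 with a positive and 2071 with a negative difference. Under library-size scaling, 1106 of 3593 differences (30.8%) were positive, against 43.3% under TMM, and the median difference of all genes was -0.13. A length trend between libraries is argued against as the whole source, since 3181 genes passed with each library's trend removed, 1558 positive and 1623 negative. Of the 3652 genes, 2527 still passed with the trend removed. A difference in the number of libraries is argued against as well, because fits with 2 S and 2 SSB libraries called 4231 to 4491 genes, against 34 in the conventional comparison. The experiments also differed in the sequencing platform, the gene annotation and the number of libraries. The platform and the sterile condition cannot be told apart here, since on each platform sodium butyrate was given under only 1 condition. The SSB libraries differed from S in the share of rRNA counts (1.97% against 0.0456%) and in mean exonic length weighted by counts (2540 against 3427 bp). C and SB of the conventional experiment were alike in this length (3364 and 3367 bp). A difference in preparation that is specific to SSB therefore stays open as well. A biological difference between *Drosophila* with and without microbes stays open beside these and was not tested.

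Among 151 genes with an adjusted p under 0.05 in both experiments, 106 changed in the same direction and 45 in opposite directions, and all 45 also had an adjusted p under 0.05 in the test of the difference. Of 56 named genes in both tables, 20 passed the thresholds of that test, 11 with a lower and 9 with a higher effect in the sterile experiment. Some of these 20, such as *Cp190* and *CG14205*, were named only as the most significant genes of SSB against S or of SB against C. The count therefore favours large differences and does not describe unselected genes. Opposite and significant effects were found for *Mal-A1* (-0.34 in the sterile and 0.88 in the conventional experiment, difference -1.21), *lectin-37Da* (-0.96 and 1.03, difference -1.97), *Gba1a* (-0.67 and 1.92, difference -2.57), *Uro* (0.39 and -0.71, difference 1.11) and *Cpr97Eb* (1.34 and -2.81, difference 4.18). Other genes responded in the sterile experiment without a significant change in the conventional one: the differences were -2.76 for *Set1*, 3.31 for *CG8329*, 1.91 for *Rh4*, 3.35 for *Send1*, -3.56 for *Cp190*, -3.31 for *Paip2*, -3.62 for *l(3)psg2*, -3.46 for *ash1* and -2.89 for *fray*. The remaining differences were -2.09 for *Ctr1B*, 1.08 for *BomS2*, -1.02 for *GstD10*, 1.24 for *Mal-B1*, 3.07 for *CG14205* and 1.81 for *CG13607*. The adjusted p-values of these differences ranged from 2.35e-09 for *Cp190* to 0.0221 for *BomS2* in edgeR's quasi-likelihood test. In 12 other fits, 17 of the 20 differences kept their side of the thresholds, and none of the 20 changed sign. *BomS2* fell below the thresholds in 5 fits (0.46 to 1.26 over the 12 fits, with an adjusted p of 0.342 from edgeR with the length trend removed, where the range was 0.000759 to 0.342). *GstD10* did so in 4 fits (-1.33 to -0.93) and *Uro* in 2 fits (0.91 to 1.22). For *BomS2*, a length trend between libraries is a candidate explanation of the difference, since its value fell to 0.46 when the trend was removed. The platform, the preparation of the SSB libraries and the sterile condition cannot be told apart for these genes either. Reads shared between paralogs leave *Mal-A1* and *Mal-B1* uncertain.

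Genes annotated as rRNA, which the paper does not discuss, took 1.97% ± 0.0878 (SD, n = 3) of the counts in SSB, against 0.0456% ± 0.0148 in S and 0.0135% ± 0.00391 in C. Among 164 snRNA and snoRNA genes with at least 10 counts, every SSB library was above every S and C library for 110 (67.1%). Chance gives 10% for a separation of 3 against 3 libraries in either direction, and less for a separation from both other groups. The mean was higher in SSB than in S for 154 of the 164 genes (93.9%) and higher than in C for 157. These small RNAs also lack a poly(A) tail, and their rise is in line with RNA without a poly(A) tail having been carried over into the SSB libraries, a hypothesis for which 93.9% is the deciding value. The SSB libraries were smaller, but a smaller library lowers all genes alike, and the values are shares of the counts. The preparation of the libraries and the treatment fall together in the SSB group, so a change of these RNAs by sodium butyrate stays open and was not tested. Reads shared between the rRNA genes and their pseudogenes leave single genes uncertain.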

How the results depend on the processing

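The alternatives of normalization, test, filter, threshold, block, libraries and scale were chosen before the data were examined. The removal of length and GC trends, the rRNA genes left out, the thinning of counts, the tests at unadjusted p, the centred log ratios, the other pseudocounts and the wider filter of the 16S data, and the replicates left out of the difference of the effects were chosen after seeing the data.

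The fold-change threshold moved several counts of differentially expressed genes by more than 1.5 times. With the adjusted p alone, 8713 genes were called between SSB and S, 2152 between SSB and C, 204 between SB and C and 6398 for the difference of the effects. With log2(1.5) as the threshold, the counts were 7085, 2150 and 89 for the first 3 of these. A lower threshold calls more genes by construction. Between S and C, all alternatives were within 1.5 times the main count of 5778, from 4691 with the length trend removed to 8387 with the adjusted p alone. For the other settings with all libraries, counts between SSB and S ranged from 3648 to 4569 and those of the difference of the effects from 3181 to 3740. Scaling by library size alone gave 768 genes between SSB and C in place of 1369, and the cause was not tested. The length trend removed gave 976 genes there. For SB against C, tests at an unadjusted p with log2(1.5) and no filter gave 242 genes with DESeq2's Wald test (94 higher and 148 lower) and 486 with edgeR's exact test (163 higher and 323 lower), while the other alternatives called 28 to 41 genes. An unadjusted p calls more genes by construction.

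With each replicate left out in turn, counts ranged from 5045 without C2 to 6432 without C1 for S and C, from 4289 to 4446 for SSB and S, and from 3541 to 3715 for the difference of the effects. For SSB and C they ranged from 174 without C3 to 2671 without C1, with 1342 without C2 and 581, 289 and 194 without SSB1, SSB2 and SSB3, and the cause was not tested. More genes were higher than lower in SSB without C3, SSB2 or SSB3, while more were lower with all libraries. No count is given for SB against C, since 1 library would be left in a group, and only fold changes of named genes were computed there.

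The replicate numbers are shared between groups, but samples of the same number did not deviate together. The correlations of their deviations were 0.0842, 0.0351 and -0.0671 for S and C, -0.148, -0.147 and -0.0115 for SSB and S, -0.0764, 0.0694 and -0.0631 for SSB and C, -0.0888 for the 2 pairs of SB and C, and -0.249, -0.124 and -0.0781 for the OTUs. With the replicate number as a block, 5790, 4333, 1576 and 28 genes were called in the 4 comparisons, 3586 for the difference of the effects, and 2 OTUs in place of 6, both lower in SB. The adjusted p of *GstD10* between SB and C was 0.131 with the block.

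The share of variance on the first principal component was 69.58% with the variance stabilizing transformation of DESeq2 in the sterile experiment. In the conventional experiment it was 61.4% with this transformation and 84.43% with CPM that were not log-transformed, and in the 16S experiment 55.82% with a centred log ratio. The median Pearson correlation of C and S was 0.7254 with CPM that were not log-transformed and 0.9489 with the variance stabilizing transformation. These settings gave 0.7516 and 0.9631 for S and SSB, and 0.8566 and 0.9704 for C and SSB, so the order of the 3 pairs of groups was the same on each scale. The mean position of SSB between S and C was 0.556 with the 500 most variable genes, and 0.567 without C1 to 0.682 without C2, and it was 0.631 to 0.648 in the other settings with all libraries. The cause of these shifts was not tested.

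Of the 11 lists, 9, 6, 8 and 7 passed in S against C, SSB against S, SSB against C and SB against C. With an estimated correlation in camera, 0, 0, 0 and 0 lists passed, and 0, 0, 1 and 0 had an unadjusted p under 0.05. With fry, 8, 10, 4 and 3 passed. Over 220 values of single lists, 164 kept their direction and side of the threshold, 43 were weaker, 9 stronger and 4 changed sign. All 4 changes of sign came with the length trend removed, to 0.319 for the male accessory gland and 0.00465 for the testis in S against C, to -0.0899 for the antimicrobial peptides and Bomanins in SSB against S, and to 0.137 for the ribosomal proteins in SSB against C.

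The number of OTUs called was 6, and it ranged from 2 without SB2 or without SB3, both lower in SB, to 10 without SB1 (8 higher and 2 lower). It was 3 with a pseudocount of 0.01%, 10 with 0.0001%, 5 with no filter and 8 with a centred log ratio. A pseudocount sets how far an OTU listed at 0 can move, and the depth of these samples is unknown.

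Of the 88 log2 fold changes of named genes, 343 of 348 values under other alternatives than a replicate left out kept their direction and side of the thresholds, and of the rest 4 were weaker and 1 stronger. With a replicate left out, 242 of 252 values of the sterile experiment kept direction and side, and 9 were weaker. In the conventional experiment, all 184 values kept their direction, but no p is given for these fits, so their side of the thresholds was not assessed. There, 4 values of 3 genes called with all libraries fell under the fold threshold: *lectin-37Da* to 0.964 without C2 and 0.843 without SB1, *CG6283* to 0.93 without SB2, and *GstD10* to 0.864 without C1. *LysD* changed sign between SSB and C, from -0.0405 without SSB3 to 0.304 without C1, and was significant in neither. For the differences of the effects, 114 of 120 and 115 of 120 values kept their side, and the rest were weaker. For the shares of the 6 named OTUs, all 36 values with a replicate left out and the 6 others kept their direction.

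The shares of phyla and genera were not run, because the table carries no taxa. Rarefaction, TMM, DESeq2, a filter on the total of tags and a centred log ratio on counts were not run for the OTUs, because the values are percentages. With 2 libraries per group, the depth and the number of libraries of the conventional experiment limit what can be said of genes with counts in 1 library.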

Differences from the paper's values

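In the conventional RNA sequencing data, the first principal component held 40.3% of the variance, against the paper's about 77% in Fig. 4A, read by eye. With the variance stabilizing transformation of DESeq2 (61.4%) and with CPM that were not log-transformed (84.43%), both set before the data were examined, the value was within 1.5 times the paper's. With all genes past the filter (41.44%) it was not. The second component held 34.55%, against the paper's about 16% in Fig. 4A, read by eye. With the variance stabilizing transformation it was 22.95%, within 1.5 times the paper's value, while CPM that were not log-transformed (9.533%) and all genes past the filter (32.07%) were not.

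The paper describes the groups of the conventional experiment as well clustered in Fig. 4A. In log2 CPM over the 500 most variable genes, the mean distance between groups was 1.01 times that between replicates. It was 2.00 times with the variance stabilizing transformation and 2.88 times with CPM that were not log-transformed, and the groups were separate in both of these settings.

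The paper states a larger number of differentially expressed genes under conventional conditions than the 34 called here. With the adjusted p alone, 204 genes were called, and with log2(1.5) as the fold threshold 89. At an unadjusted p with log2(1.5) and no filter, settings chosen after seeing the values, DESeq2's Wald test called 242 genes and edgeR's exact test 486.

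The paper describes the effect of sodium butyrate as inhibitive in both conditions, with reference to Fig. 1C and Fig. 4C. These figures count genes within ontology terms, which were not used here. The counts below are of all genes, so the paper's own measure was not recomputed. In the conventional experiment, 20 genes were higher and 14 lower, and 118 higher and 86 lower with the adjusted p alone. More genes were lower than higher only at an unadjusted p with log2(1.5) and no filter, chosen after seeing the values, with 148 lower and 94 higher in DESeq2's Wald test and 323 lower and 163 higher in edgeR's exact test. In the sterile experiment, 2467 of the 4329 genes were lower in SSB than in S, and 4480 of 8713 with the adjusted p alone.

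The paper names *Met75Ca* and *CG42866* as the most significant upregulated genes and *CG30025*, *CG33502*, *Cpr49Ah* and *CG17298* as the most significant downregulated genes. None passed the filter on low counts, and without the filter none had an adjusted p under 0.05 in edgeR's quasi-likelihood test (0.219 to 0.794). In edgeR's exact test without a filter, chosen after seeing the values, the adjusted p was 0.0159 for *Met75Ca*, 0.149 for *CG42866*, 0.0491 for *CG30025*, 0.000155 for *CG33502*, 0.0361 for *Cpr49Ah* and 0.131 for *CG17298*. DESeq2's Wald test gave *CG33502* an adjusted p of 5.99e-05 and no adjusted p for the other genes.

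The paper describes its RT-qPCR results as similar to its RNA sequencing data. Fig. 2 shows *Cyp6a8* higher in S than in C, while its log2 fold change was 0.25 here (adjusted p = 0.222 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Jon25Bi* is marked as no different between S and C in Fig. 2 and is highest in SSB, while here it was lower in S than in C (-2.61) and highest in C, with a log2 fold change of -1.58 for SSB against C. Fig. 5B shows *LysE* lower in SB, and its log2 fold change was 1.43 here. Fig. S2 shows *intr* higher in SB, and it was -1.03 here (adjusted p = 0.191 from edgeR). *Lip2* and *CG6283* are shown lower in SB and listed as down-regulated transcripts of the transcriptome data, and their log2 fold changes were 1.35 (adjusted p = 0.0773 from edgeR) and 1.05 (adjusted p = 1.77e-06 from edgeR) here.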

Other observations

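The tests of gene length in the counts of genes, the ribosomal proteins, the antimicrobial peptides and the position of SSB, the test of the germ line, the test of the rRNA share and the splits of the lists were chosen only after the result was seen.

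The log2 fold change between S and C followed exonic length. With the genes ordered by length and divided into 5 groups of about equal size, the median from the shortest to the longest group was -0.67, -0.46, -0.27, 0.18 and 1.11, and 1404 genes of the longest group were called higher and 96 lower in S. Between SSB and S the trend ran the other way, with medians of 0.45, 0.27, 0.11, -0.22 and -0.75. The Spearman rho across genes was 0.285 between SSB and C and -0.0573 between SB and C in the conventional experiment. Weighted by counts, the mean exonic length was 2303 ± 175 bp (SD, n = 3) in C, 3427 ± 13.7 bp in S and 2540 ± 114 bp in SSB, and 3364 ± 47.9 bp in C and 3367 ± 4.14 bp in SB of the conventional experiment (SD, n = 2). The conventional *Drosophila* of the sterile experiment thus stood apart from both S and the conventional *Drosophila* of the other experiment. The C libraries also differed among themselves, with median deviations of the longest genes of -0.21, -0.96 and -0.45 log2 units for C1, C2 and C3. *Set1* was at 5.68 CPM in C of the sterile experiment and 131 CPM in C of the conventional experiment. These levels come from tables with different annotation and platforms, and were not tested against each other. A difference in the state of the RNA between libraries was not tested, since the counts carry no position along the transcript. A lower share of female germ line in C is another candidate explanation. The trend was as strong without the ovary, maternal, testis and accessory gland lists (rho 0.459), but the lists are short, which leaves the germ line open. The sterile condition also stays open as a biological explanation.

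A length trend was argued against as the whole source of the large numbers of differentially expressed genes. With each library's trend removed, 4691 genes were called between S and C and 3648 between SSB and S. These were partly other genes: 3652 of the 5778 genes first called between S and C were still called. Between SSB and S, 2946 of the 4329 were. For SSB against S, the numbers were 3861 with the trend on GC content removed and 4149 with counts thinned to the smallest library, so neither accounts for the whole difference. Of the genes first called, 3081 and 3976 were still called in these fits. A larger share of rRNA in SSB lowers all other genes by one factor (-0.0280 on the log2 scale), and it is argued against as the whole source because 1267 genes not annotated as rRNA were called higher in SSB under library-size scaling. The mean position of SSB between S and C was 0.648 with the length trend removed, and the C libraries then lay between 0.83 and 1.19. The ribosomal proteins kept a median of 0.64 (0.637) and the heat shock proteins of -0.83 (-0.832) between SSB and S with the trend removed, which argues against length as the whole source of both. For the antimicrobial peptides and Bomanins, the median was -0.09 (-0.0899), with 14 genes higher and 18 lower. Members on both sides leave open whether their rise in SSB goes with length, and length and treatment cannot be told apart for this list. A biological effect of sodium butyrate on ribosomal and heat shock protein genes stays open as a hypothesis beside chance and the preparation of the libraries, which falls together with the groups.

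Other splits of the same libraries into 3 against 3 were fitted. For S against C, 1 of the 10 splits, the real one, gave as many genes, and this also held for SSB against S (1 of 10), for SSB against C (1 of 10) and for the OTUs of SB against C (1 of 10). In the other 9 splits, 0 genes were called, with 10 to 126 genes at an unadjusted p under 0.05 for S and C, 25 to 138 for SSB and S, and 31 to 660 for SSB and C. The other splits of the midgut samples gave 0 OTUs, with 0 to 10 at an unadjusted p under 0.05. With 10 splits the share cannot fall below 0.1, so chance is not excluded by this count alone. As many lists past the threshold as in the real split came from 2 of the 10 splits for S and C, 5 of 10 for SSB and S, and 4 of 10 for SSB and C. Every other split of 3 against 3 keeps 2 libraries of each real group together and so keeps part of the real difference, and these counts cannot tell whether the lists pass by chance.

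Lists of genes of the sexes and the germ line were tested because whole *Drosophila* were sequenced, and the adjusted p-values are from limma's camera with a preset correlation. Between SSB and C, 34 of 36 testis genes were lower in SSB (median -0.92, adjusted p = 1.16e-08 from camera, 13 called and 13 adjusted over the list alone). There, 39 of 48 accessory gland genes were higher (median 0.49, adjusted p = 1.49e-05 from camera, 8 called and 10 adjusted over the list alone), as were 21 of 22 ovary and egg shell genes (1.08, adjusted p = 6.28e-07 from camera, 7 called and 8 adjusted over the list alone) and 16 of 20 maternal genes (0.71, adjusted p = 0.000238 from camera, 2 called and 3 adjusted over the list alone). Between S and C, ovary and egg shell genes (1.62, 19 of 22 higher, adjusted p = 0.000734 from camera, 13 called and 13 adjusted over the list alone) and maternal genes (0.86, 16 of 20 higher, adjusted p = 0.0102 from camera, 9 called and 9 adjusted over the list alone) were higher in S. Accessory gland genes (-0.41, 30 of 48 lower, adjusted p = 0.72 from camera, 22 called and 20 adjusted over the list alone) and testis genes (-0.46, 24 of 36 lower, adjusted p = 0.0977 from camera, 15 called and 15 adjusted over the list alone) did not pass, and both medians changed sign with the length trend removed (0.32 and 0.00465, adjusted p = 0.0393 and 0.776 from camera). The maternal genes did not pass with the trend removed (0.46, adjusted p = 0.0750 from camera). Under fry, the accessory gland and maternal genes did not pass between SSB and C (adjusted p = 0.141 and 0.109).

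Between SSB and S, accessory gland genes were higher in SSB (1.02, 42 of 48, adjusted p = 4.78e-05 from camera, 27 called and 27 adjusted over the list alone). The maternal (-0.45, 12 of 20 lower, 9 called and 9 adjusted over the list alone), ovary and egg shell (-0.37, 13 of 22 lower, 7 called and 7 adjusted over the list alone) and testis genes (-0.32, 21 of 36 lower, 11 called and 11 adjusted over the list alone) had an adjusted p of 0.242 from camera each. With the length trend removed, the accessory gland genes did not pass (0.39, 30 of 48 higher, adjusted p = 0.174 from camera), the ovary and egg shell (-0.54, 17 of 22 lower) and testis genes (-0.53, 25 of 36 lower) passed with an adjusted p of 0.0294 from camera each, and the maternal genes did not (-0.147, adjusted p = 0.726 from camera). All 4 lists passed under fry, with an adjusted p of 0.0110 for the accessory gland, 0.0106 for the maternal, 0.0197 for the ovary and egg shell, and 0.0322 for the testis genes. Which of these lists differ between SSB and S therefore depends on the test and on length. In the conventional experiment, no gene of these lists was called. Ovary and egg shell genes (-0.14, 19 of 22 lower, adjusted p = 0.00112 from camera, 0 called and 0 adjusted over the list alone, 5 with an adjusted p under 0.05) and testis genes (-0.26, 31 of 36 lower, adjusted p = 0.000103 from camera, 0 called and 0 adjusted over the list alone, 1 with an adjusted p under 0.05) passed the threshold of the lists. Accessory gland (-0.10, 31 of 45 lower, adjusted p = 0.0863 from camera, 0 called and 0 adjusted over the list alone) and maternal genes (0.05, 16 of 21 higher, adjusted p = 0.0606 from camera, 0 called and 0 adjusted over the list alone) did not. With the length trend removed, these last lists passed (-0.163 and 0.0791, adjusted p = 0.00305 and 0.0321 from camera). Under fry, the ovary and egg shell and the testis genes did not pass there (adjusted p = 0.177 and 0.472). All these medians kept their sign under library-size scaling and under DESeq2's size factors. With an estimated correlation in camera, none of these 4 lists passed in any comparison or had an unadjusted p under 0.05. Whether the sexes were balanced between the samples was not tested.

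Mitochondrial genes took 4.14% ± 0.0133 of the counts in C and 4.04% ± 0.101 in SB of the conventional experiment (SD, n = 2), and are listed with 0 counts in every library of the sterile experiment. No biological explanation was tested.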
